# NOTCH Activation via gp130/STAT3 Signaling Confers Resistance to Chemoradiotherapy

**DOI:** 10.3390/cancers13030455

**Published:** 2021-01-26

**Authors:** Kristin Koerdel, Melanie Spitzner, Thomas Meyer, Niklas Engels, Florian Krause, Jochen Gaedcke, Lena-Christin Conradi, Martin Haubrock, Tim Beißbarth, Andreas Leha, Steven A. Johnsen, B. Michael Ghadimi, Stefan Rose-John, Marian Grade, Jürgen Wienands

**Keywords:** treatment resistance, chemoradiotherapy, STAT3, NOTCH, gastrointestinal cancer

## Abstract

**Simple Summary:**

Resistance to chemoradiotherapy represents a fundamental problem in modern oncology because it exposes patients to the potential negative side-effects of both radiation and chemotherapy without any clinical benefit. This study uncovers that the inflammatory signaling hub STAT3 conspires with the cell fate regulator NOTCH in rendering tumor cells refractory to chemoradiotherapy. The dichotomic signal alliance is based on a so-far unknown STAT3 target gene, RBPJ, providing the transcriptionally active partner of NOTCH intracellular domain. Unexpectedly, the latter is permanently produced by tonic proteolysis. Tumor mouse models and cancer patient cohorts demonstrate the usefulness of the STAT3/NOTCH axis as biomarker for patient stratification, and importantly, that STAT3 inhibition is a promising treatment option for re-sensitization of CRT-refractory tumors.

**Abstract:**

Resistance of tumor cells to chemoradiotherapy represents a fundamental problem in clinical oncology. The underlying mechanisms are actively debated. Here we show that blocking inflammatory cytokine receptor signaling via STAT3 re-sensitized treatment-refractory cancer cells and abolished tumor growth in a xenograft mouse model when applied together with chemoradiotherapy. STAT3 executed treatment resistance by triggering the expression of RBPJ, the key transcriptional regulator of the NOTCH pathway. The mandatory RBPJ interaction partner, NOTCH intracellular domain, was provided by tumor cell-intrinsic expression of NOTCH ligands that caused tonic NOTCH proteolysis. In fact, NOTCH inhibition phenocopied the effect of blocking STAT3 signaling. Moreover, genetic profiling of rectal cancer patients revealed the importance of the STAT3/NOTCH axis as NOTCH expression correlated with clinical outcome. Our data uncovered an unprecedented signal alliance between inflammation and cellular development that orchestrated resistance to chemoradiotherapy. Clinically, our findings allow for biomarker-driven patient stratification and offer novel treatment options.

## 1. Introduction

At present, chemoradiotherapy (CRT) plays an integral part in treatment concepts for various tumor entities. Regarding cancers of the rectum, locally advanced stages of this disease are treated with preoperative CRT followed by radical surgical resection [1,2,3]. However, about one third of patients will have no or little response to preoperative CRT [1,3,4]. Hence, patients with resistant tumors show no benefit from the treatment but are afflicted with the potential acute and long-term side effects of both chemotherapy and radiation, which include hematologic, gastrointestinal, genitourinary, and dermatologic toxicity [1,3,4,5,6]. Importantly, poor response to preoperative CRT directly correlates with an impaired overall survival [7,8]. Therefore, re-sensitization of tumor cells that are partially or even fully refractory to CRT represents an attractive solution to a fundamental clinical and socioeconomic problem in oncology.

However, the molecular basis of CRT resistance is complex and polymodal. While evidence suggests that the underlying mechanisms include, for instance, altered cell cycle regulation, immune evasion, hypoxia, evasion of apoptosis, or the existence of resistant tumor subclones, effective therapeutic strategies have not yet been incorporated into the clinical setting [9,10,11,12,13,14]. Our group previously demonstrated a potential role of Signal Transducer and Activator of Transcription 3 (STAT3) in mediating CRT resistance of colorectal cancer (CRC) cell lines. We now concentrated on the molecular endowments of STAT3-controlled treatment resistance and uncovered that CRT-resistant tumor cells are equipped with autonomous NOTCH signaling activity. An active heterodimeric NOTCH effector complex, called RBPJ/NICD, was assembled in CRT-resistant tumor cells as a result of tonic signal input from two separate signaling cascades. The transcriptionally active component Recombination Signal Binding Protein for Immunoglobulin k J-region (RBPJ) was induced by inflammatory cytokine receptor signaling and phosphorylation of STAT3. The second component, NOTCH intracellular domain (NICD), resulted from tonic cleavage of NOTCH surface protein caused by the endogenous and tumor cell-intrinsic expression of NOTCH ligands together with active NOTCH-processing proteases. In essence, a hitherto unknown alliance between inflammation and developmental pathways converges at the level of RBPJ and NICD and blocks CRT responsiveness. We furthermore show that preventing RBPJ/NICD complex formation re-sensitized CRT-refractory tumor cells and thus offers a promising therapeutic strategy to solve the problems that come along with CRT resistance in rectal cancer.

## 2. Results

### 2.1. Inflammation Promotes CRT Resistance

STAT3 is the intracellular signal gate keeper of a variety of cell surface receptors with inflammatory activity and is involved in numerous disease entities, including colorectal cancer [15,16,17,18]. Our previous observation that diminished expression of STAT3 in CRC correlated with increased CRT sensitivity indicated that inflammatory signaling may account for CRT resistance even though at the time neither upstream inducers nor downstream effectors of STAT3 were functionally assigned to CRT resistance [19]. Figure S1A shows that not only mere expression of STAT3 but also its robust phosphorylation and high transcriptional activity were associated with increased survival of CRC cells treated with CRT. To directly assess whether these observations are causes or consequences of CRT resistance, we tested whether the gain of STAT3 activity converts CRT-sensitive into CRT-resistant cells. LS411N cells that are STAT3-deficient and CRT-sensitive (Figure S1A, left panel) were reconstituted with either wild-type STAT3, or signaling-inactive versions, in which critical tyrosine and/or serine phosphorylation sites were inactivated by replacement with phenylalanine or alanine, respectively. Expression of wild-type, but not mutant STAT3, restored STAT3 transcriptional activity in LS411N cells (Figure 1A, upper left and right panel). Importantly, the presence of wild-type STAT3 increased survival in a colony formation assay (CFA) (Figure 1A, lower panel), while expression of signaling inactive mutants did not (Figure S1B). These data revealed a direct contribution of STAT3 to CRT resistance and strongly indicated an input of upstream regulatory signals.

Potent activators of STAT3 are inflammatory cytokine receptors such as the receptor for IL-6, which utilizes the common gp130 signaling component and its associated Janus tyrosine kinases (JAK) to phosphorylate and thereby activate STAT3 [15,16,17,18,20,21] (see also Figure S2). To assess the influence of the gp130/JAK signaling cascade on CRT resistance, we treated the human rectal cancer cell lines SW837 and SW1463, both of which are STAT3-positive and CRT-resistant with a chimeric fusion protein, called Hyper-IL-6, which encompasses IL-6 and the soluble IL-6 receptor chain and therefore mimics IL-6 signaling via membrane-bound and soluble IL-6 receptor [22] (see also Figure S2). Stimulation of both SW837 and SW1463 cells with Hyper-IL-6 triggered robust STAT3 phosphorylation on tyrosine 705, which translated into increased STAT3 transcriptional activity, along with prolonged CFA survival after treatment with CRT (Figure 1B). To further investigate the role of inflammatory signals on CRT resistance, we employed established inhibitors of the IL-6 receptor signaling cascade. Tocilizumab is a clinically used monoclonal antibody that binds to the IL-6 receptor and thereby inhibits its ligation-induced signal output [16,17,21]. Treatment of SW837 and SW1463 cells with tocilizumab dampened STAT3 tyrosine phosphorylation as well as its transcriptional activity, and, consequently, rendered both cell lines more sensitive to CRT, as revealed by their decreased CFA survival rates (Figure 1C, left and right panel). Likewise, the use of ruxolitinib, a potent JAK inhibitor [16,17,21], reduced STAT3 signaling and sensitized SW837 and SW1463 cells to CRT (Figure 1D, left and right panel). Note that none of the described treatments impacted on CFA survival of STAT3-deficient LS411N cells, which served as negative control in all assays (Figure S1C–E). In summary, the extent of CRT resistance in human rectal cancer cells could be tuned in both directions by manipulating the activity of the IL6/STAT3 signaling pathway.

### 2.2. Inhibition of the gp130/STAT3 Axis as a Therapeutic Strategy

To evaluate a potential clinical applicability of our findings, we tested whether inhibition of the gp130/STAT3 signal axis with already established compounds impacts on CRT resistance and whether it can suppress the growth of tumor transplants under CRT in a living organism. To this end, we chose napabucasin (BBI608), a small-molecule inhibitor of STAT3 [23], which has already been tested in a phase-III clinical trial for highly advanced, chemotherapy-refractory CRC [24], and which can be administered orally. Indeed, napabucasin treatment of SW837 and SW1463 cells suppressed tyrosine phosphorylation and transcriptional activity of STAT3 and concomitantly sensitized both cell lines to CRT in our CFA survival assay without affecting the amount of STAT3 expression (Figure 2A, left and middle panels). In accordance with STAT3 deficiency, the CFA survival of LS411N cells remained unaffected by napabucasin (Figure S1F). To assess potential off-site effects of napabucasin action, we combined that treatment with RNAi against STAT3 in SW1463 cells. As observed before, both approaches individually impinged on CRT sensitivity and their combination did not have synergistic effects (Figure 2A, right panel). Thus, the effect of napabucasin in our cell culture assays can specifically be ascribed to inhibition of STAT3 tyrosine phosphorylation, even though the exact mode-of-action of napabucasin has not yet been fully explored [23].

To corroborate that finding in vivo, we used a xenograft model, in which human SW1463 rectal cancer cells were transplanted into immunodeficient *Foxn1^-/-^/*nude mice, followed by a treatment protocol that closely recapitulates clinical conditions, i.e., fractionated doses of both radiation and chemotherapy (Figure 2B). We firstly demonstrated that the body weight of mice remained stable, regardless of the treatment modalities, indicating a low overall toxicity (Figure 2C). Treatment with napabucasin alone did not suppress the growth of tumor transplants compared to treatment with DMSO alone (Figure 2D). However, when combined with CRT, napabucasin treatment completely abrogated tumor growth during treatment (Figure 2E). The effect of napabucasin on tumor growth was associated with almost absent phosphorylation of STAT3 in the tumor cells despite normal STAT3 expression (Figure S1G).

An important clinical aspect is the regrowth of tumors after the end of medical treatment. To address that issue, we monitored the tumor volume in our mice for an additional period of 23 days, i.e., until day 45 after treatment start, which represents the time point when the first mouse died in the DMSO-treated control group. Figure 2F shows that in napabucasin-treated mice, tumor regrowth was significantly inhibited. In addition, treatment with napabucasin significantly increased the time to tumor tripling (Figure 2G), which represents an established criterion to assess full tumor regrowth [25].

We next tested whether targeting the gp130/STAT3 signaling axis also represents a potential clinical strategy for other tumor entities. To this end, we focused on esophageal cancer because preoperative CRT represents a common treatment regime for patients with locally advanced stages of this disease [26]. Most esophageal cancer cell lines showed prominent expression of STAT3 and some of them even showed constitutive phosphorylation of STAT3 (Figure 3A). Treatment with napabucasin resulted in a significant sensitization to CRT, both in the adenocarcinoma cell line FLO-1 (Figure 3B) and in the squamous cell carcinoma cell line Kyse-150 (Figure 3C). Of note, the effect was more pronounced in the squamous cell carcinoma cell line, which may be due to more effective inhibition of STAT3 phosphorylation (Figure 3C, left). Together, these data suggest that inhibition of the gp130/STAT3 signaling axis may be applied as therapeutic measure in several entities of CRT-resistant cancers. Furthermore, phosphorylation of STAT3 may be used as a parameter for patient stratification and subsequent treatment (Figure 3D).

### 2.3. Resistance-Associated STAT3 Target Genes

To now delineate how inflammatory signals control CRT resistance, we analyzed how STAT3 pathway perturbation affects the global transcriptional activity of rectal cancer cells. Using next-generation RNA sequencing (RNA-Seq; Figure 4A), we determined differential gene expression profiles of SW837 cells under three experimental conditions: (a) cellular stimulation with Hyper-IL-6 either in the presence of STAT3, or (b) upon siRNA-mediated STAT3 silencing, and (c) targeted STAT3 expression without further stimulation (Figure 4B,C). 

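STAT3 mRNA, the target of the siRNAs, stood at 145 ± 13.8 CPM (SD, n = 6 libraries; CPM is a count scaled to a library total of 1000000) in siCtrl. cells and at 273 ± 17.5 CPM after Hyper-IL-6. In siSTAT3 cells it was 7.44 ± 0.748 CPM without and 9.88 ± 1.88 CPM with Hyper-IL-6, which is 5.14% and 3.62% of the mean CPM of siCtrl. cells with the same stimulation. The single libraries ranged from 123 to 161 CPM in siCtrl. cells, from 245 to 296 CPM in siCtrl. + Hy-IL-6 cells, from 6.70 to 8.54 CPM in siSTAT3 cells and from 7.85 to 13.0 CPM in siSTAT3 + Hy-IL-6 cells, so every silenced library lay below every control library. STAT3 lies on chromosome 17 from 42313324 to 42388540 (minus strand, GRCh38).
SW837 is an established human rectal cancer cell line, and Hyper-IL-6 is IL-6 fused to the soluble IL-6 receptor, which engages gp130 without the membrane-bound receptor. The cells received control or STAT3 siRNAs from 2 suppliers, Dharmacon and Qiagen, and were left unstimulated or given 20 ng/ml Hyper-IL-6. Each of the 4 conditions was prepared with 3 independent biological replicates per supplier, which gives 6 libraries per condition and 24 in all. Fig. 4A places transfection at 0 h, Hyper-IL-6 at 80 h and harvest at 96 h, a stimulation of 16 h, and the sample labels call it overnight.
The libraries were made without strand information from 500 ng of RNA and sequenced as single reads of 50 bases. The authors aligned the reads to GRCh38 with STAR, quantified transcripts with RSEM and brought them to gene level with tximport. The deposited values are CPM of 13238 genes, and each of these genes reaches 3 CPM in at least 3 libraries, the filter the paper states. RSEM's estimated counts were worked back from the CPM values and sum to between 26301798 and 44884424 per library. The median was 35089192 in siCtrl. (32791408 to 39214119), 31523106 in siCtrl. + Hy-IL-6 (26301798 to 44884424), 36425085 in siSTAT3 (29911775 to 41966098) and 35831884 in siSTAT3 + Hy-IL-6 cells (28544685 to 43701404). The paper states 30 to 35 Mio reads per sample, and the values here are the estimated counts behind the CPM. At these depths 3 counts correspond to 0.0668 to 0.114 CPM, well below the level of most genes (median 31.3 CPM).
For the comparisons, log2(CPM + 0.5) was fitted with limma over all 24 libraries, with the condition and the siRNA supplier as terms, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes near or below 0.5 CPM. The p-values measure the spread between the biological replicates as the paper describes them, together with differences between suppliers in the effect of stimulation or silencing, which an additive supplier term does not take up.

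**Figure D1:**
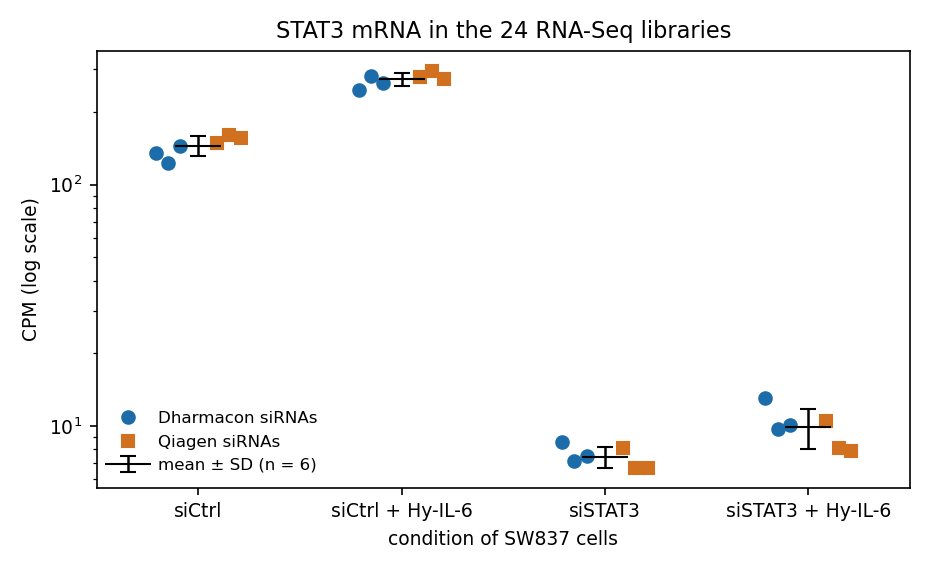
STAT3 mRNA in CPM (log axis) in the 24 RNA-Seq libraries by condition, with the siRNA supplier marked, each condition's mean and its SD. The 12 siSTAT3 libraries lie between 6.70 and 13.0 CPM and the 12 siCtrl. libraries between 123 and 296 CPM.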

Setting (a) is aimed at the identification of genes whose expression is per se affected by cytokine receptor signaling, while settings (b) and (c) addressed the importance of STAT3 for the up- or down-regulation of genes under stimulatory or inhibitory conditions, respectively. Phosphorylation of STAT3 was tested for all conditions by immunoblotting (Figure S3A). 

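Among the 10 largest rises with Hyper-IL-6 in siCtrl. cells was CFI, the complement protease that inactivates C3b, which went from 0.507 ± 0.352 to 7.40 ± 3.23 CPM (SD, n = 6), a log2 fold change of 2.93 (SE 0.19, adjusted p = 8.73e-10, limma). HTR3A, a subunit of a serotonin-gated ion channel, rose by 2.59 on the log2 scale (SE 0.15), and DMBT1, a secreted mucosal scavenger receptor, by 2.78 (SE 0.24). MSN, which links the cell membrane to actin, rose by 2.49 (SE 0.21), and PLAT, the tissue plasminogen activator, from 51.5 ± 9.00 to 237 ± 39.7 CPM. Downregulated genes moved less, among them the keratin KRT4 (log2 fold change −0.71, SE 0.10, adjusted p = 0.000193, limma).
After STAT3 silencing without stimulation, TGM3, HAL, KRT5, PGLYRP3 and RPTN were among the 10 largest falls. The transglutaminase TGM3 fell from 247 ± 54.3 to 85.6 ± 42.3 CPM (log2 fold change −1.65, SE 0.14, adjusted p = 2.16e-08, limma), the histidine-degrading enzyme HAL changed by −2.19, the basal keratin KRT5 by −1.63, the peptidoglycan recognition protein PGLYRP3 by −1.61 and repetin (RPTN) by −1.57. RRM2, the small subunit of ribonucleotide reductase, rose from 34.6 ± 5.92 to 73.1 ± 18.5 CPM (adjusted p = 1.97e-05, limma). Under Hyper-IL-6, silencing lowered PLAT by a log2 fold change of −2.51 (SE 0.19), FILIP1L by −2.29 (SE 0.14) and HTR3A by −2.91 (SE 0.15), and TGM3 by −1.66 (SE 0.14).
Over the 13238 genes, 230 rose and 91 fell with Hyper-IL-6 in siCtrl. cells at an adjusted p under 0.05 from limma, 2364 rose and 2214 fell with STAT3 silencing without stimulation, and 1568 rose and 1854 fell with silencing under Hyper-IL-6. A change of more than 1 on the log2 scale was seen in 29 of the genes called with Hyper-IL-6 and in 108 and 100 of those called with silencing. The 321 genes called for the Hy-IL-6 response in siCtrl cells became 549 with the replicate number as a block, 160 without the supplier term, 851 with the 12 libraries compared alone and 2080 with a term for supplier and stimulation together. In the libraries of 1 supplier they were 2471 with Dharmacon and 142 with Qiagen siRNAs.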

The analysis of the three individual settings revealed 231 genes (siCtrl. vs. siCtrl. + Hy-IL-6), 2969 genes (siCtrl. vs. siSTAT3), and 3738 genes (siCtrl. + Hy-IL-6 vs. siSTAT3 + Hy-IL-6), respectively, that were differentially regulated with a false discovery rate (FDR) < 0.05 (Figure 4B,C). Overrepresented, biologically annotated pathways are summarized in Table S2.

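Cell division genes were higher when STAT3 was silenced. With silencing alone, the adjusted p of the mitosis list from camera was 1.88e-25 at its preset correlation and 0.159 with an estimated correlation, which does not pass. Without stimulation, 41 of 41 measured genes of mitosis were higher in siSTAT3 cells (41 when adjusted over the list alone), and 39 were higher under Hyper-IL-6 (40 over the list alone), at median log2 fold changes of 0.70 and 0.59. The proliferation marker MKI67 went from 157 ± 8.66 to 308 ± 60.0 CPM (SD, n = 6; log2 fold change 0.95, SE 0.14, adjusted p = 1.54e-05, limma), the cyclin CCNB2 changed by 0.78 and the mitotic activator CDC20 by 0.77. Of 42 genes of DNA replication, 32 rose and none fell (36 over the list alone), among them the clamp loader subunit RFC4 (log2 fold change 0.53, SE 0.069). Of 52 genes of DNA double-strand break repair, 35 rose and none fell (38 over the list alone), with FANCA at 0.82 (SE 0.11). Under Hyper-IL-6, 23 replication genes (26 over the list alone) and 25 repair genes (27 over the list alone) were higher with silencing, and 1 repair gene was lower. Of 78 genes of cytosolic ribosomal proteins, 69 were higher without stimulation (72 over the list alone) and 67 with it (71 over the list alone), at medians of 0.35 and 0.30. RPSA reached 550.0 ± 53.4 CPM against 378 ± 10.3 CPM in siCtrl. cells. Ribosomal protein genes have near-identical pseudogenes with which they can share reads.
Of 27 measured genes of mucosal defence and squamous epithelium, 20 were lower with silencing without stimulation (21 over the list alone) and 21 under Hyper-IL-6 (23 over the list alone), with medians of −0.67 and −0.75. The list's adjusted p from camera was 4.36e-09 and 6.43e-16, and 0.159 and 0.0477 with an estimated correlation. The cornified envelope protein involucrin (IVL) fell from 138 ± 31.6 to 49.2 ± 15.1 CPM (log2 fold change −1.50, SE 0.15, adjusted p = 2.29e-07, limma), and the keratin KRT16 changed by −1.02. With Hyper-IL-6 in siCtrl. cells, 8 genes of this list rose and none fell (10 and 2 over the list alone).
Hyper-IL-6 raised genes of MHC class II in siCtrl. cells. Of 13 MHC class II genes, 10 rose (11 over the list alone; median log2 fold change 0.78), among them their transcriptional activator CIITA, from 17.4 ± 2.03 to 45.9 ± 4.71 CPM (log2 fold change 1.38, SE 0.092, adjusted p = 9.07e-10, limma), and HLA-DRA (1.15, SE 0.088). Of 20 genes of MHC class I and antigen processing, 7 rose (12 over the list alone; adjusted p of the list from camera 1.46e-09, and 0.159 with an estimated correlation), among them the immunoproteasome subunit PSMB8 (0.38) and the activator NLRC5 (0.73). Of 51 interferon-stimulated genes, 6 rose (10 over the list alone), with IRF1 at 0.68 and APOL6 at 0.46. Of 10 genes of the acute phase and complement, 4 rose (5 over the list alone), with complement factor B (CFB) at 1.11 and α1-antitrypsin (SERPINA1) at 0.73. Of 35 genes of IL-6/JAK/STAT3 signaling and its known targets, 7 rose and 1 fell (11 and 2 over the list alone), with ICAM1 at 0.98 and the repressor BCL6 at 0.55. Under Hyper-IL-6, silencing lowered 10 MHC class II genes and raised 1 (10 and 1 over the list alone). It lowered 12 of MHC class I (13), 19 interferon-stimulated genes (21) and 6 of the acute phase, with 1 raised (7 and 1). In IL-6/JAK/STAT3 signaling 17 were lower (17 over the list alone), among them STAT3, the target of the siRNAs. The median of the interferon-stimulated genes was then −0.025 with Dharmacon and −0.59 with Qiagen siRNAs. Lower with each supplier's siRNAs taken separately were 5 of the 51 interferon-stimulated, 5 of the 20 MHC class I and 10 of the 13 MHC class II genes.
Among markers of other cell types, 2 of 15 leukocyte genes (CD14 and CD68), 1 of 11 fibroblast genes (COL1A1) and 0 of 9 endothelial genes were measured. With silencing alone, CD68 changed by −0.77 (SE 0.14, adjusted p = 0.000163, limma) and COL1A1 by −0.52 (SE 0.11, adjusted p = 0.000599, limma), while CD14 was not called (−0.39, SE 0.18). Under Hyper-IL-6, silencing changed CD14 by −0.75 (SE 0.18, adjusted p = 0.00349, limma) and CD68 by −0.72 (SE 0.14, adjusted p = 0.000485), and COL1A1 was not called (adjusted p = 0.224).
With camera at its preset correlation, the adjusted p of a list against all other genes was 3.97e-13 for DNA replication, 2.31e-11 for break repair and 1.25e-21 for ribosomal proteins with silencing alone. With an estimated correlation the adjusted p was 0.232, 0.232 and 0.241 in the same order. With silencing under Hyper-IL-6, mitosis, DNA replication, break repair and ribosomal proteins had an adjusted p of 1.48e-25, 2.45e-08, 3.97e-07 and 2.59e-22 at the preset correlation and of 0.159, 0.377, 0.377 and 0.232 with an estimated correlation. For Hyper-IL-6 in siCtrl. cells it was 3.16e-24 for MHC class II, 1.42e-07 for interferon-stimulated genes, 2.45e-08 for the acute phase, 7.82e-05 for IL-6/JAK/STAT3 signaling and 7.11e-09 for the mucosal and squamous list. The adjusted p with an estimated correlation was then 0.0106, 0.527, 0.0414, 0.159 and 0.159, so the MHC class II and acute phase lists passed with both. The values of Table S3, selected on these libraries, had been seen. That table holds genes of the MHC class II, acute phase, mucosal and IL-6/JAK/STAT3 lists, among them HLA-DRA, CFI, CFB, MUC1, SOCS3 and BCL6. The tests of these lists are thus not independent of that selection. With silencing under Hyper-IL-6 the adjusted p was 1.22e-11 for MHC class II, 1.41e-06 for MHC class I, 3.93e-07 for interferon-stimulated genes, 5.89e-06 for the acute phase and 8.05e-09 for IL-6/JAK/STAT3 signaling. The adjusted p with an estimated correlation was 0.0477, 0.281, 0.543, 0.0612 and 0.0420. STAT3 is a member of the IL-6/JAK/STAT3 list, and its fall was set by the siRNAs. The list was not tested without STAT3, so its p-values in the silencing comparison include that fall.

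**Figure D2:**
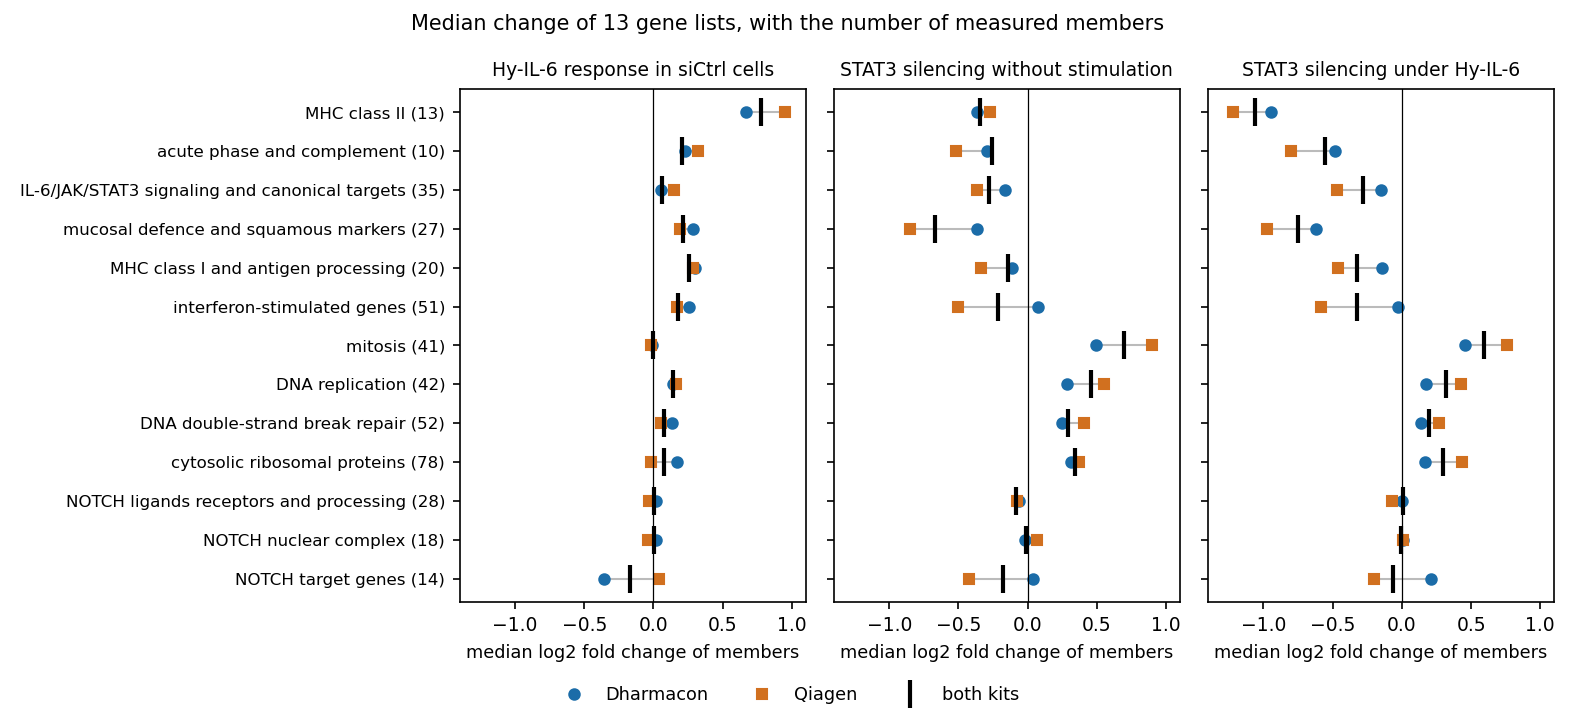
Median log2 fold change of the measured members of 13 gene lists with Hyper-IL-6 in siCtrl. cells (left), with STAT3 silencing alone (middle) and with silencing under Hyper-IL-6 (right). Circles stand for Dharmacon, squares for Qiagen and bars for all libraries, and the mitosis list lies at 0.49 with Dharmacon and 0.90 with Qiagen siRNAs after silencing alone.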

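Across the comparisons of Hyper-IL-6 with siCtrl., of silencing without stimulation and of silencing under Hyper-IL-6, 107 genes passed an adjusted p of 0.05 from limma each time. In 69 of them expression was higher with Hyper-IL-6 and lower with both silencing comparisons, and in 6 it was the reverse. BCL6, a transcriptional repressor, is one of the 69, at 11.4 ± 0.839 CPM in siCtrl. (SD, n = 6), 16.9 ± 1.12 in siCtrl. + Hy-IL-6, 7.25 ± 0.570 in siSTAT3 and 7.62 ± 0.682 CPM in siSTAT3 + Hy-IL-6 cells. A further 9 genes were higher with Hyper-IL-6, higher with silencing alone and lower with silencing under Hyper-IL-6. MSN is one of these, at 3.04 ± 0.801 CPM in siCtrl., 19.2 ± 3.24 in siCtrl. + Hy-IL-6, 6.93 ± 2.85 in siSTAT3 and 7.03 ± 1.94 CPM in siSTAT3 + Hy-IL-6 cells (log2 fold change with silencing alone 1.01, SE 0.21, adjusted p = 0.000890, limma). The remaining genes were higher in all comparisons (12), lower in all (10), or lower, lower and higher (1).
Only 31 genes were called with Hyper-IL-6 and in neither silencing comparison, against 1942 with silencing alone and 781 with silencing under Hyper-IL-6. The silencing comparisons share no library and had 2547 called genes in common, of which 2537 changed in the same direction. For independent lists of these sizes, 280 genes higher in both and 310 lower in both would be shared, against 1184 and 1353 observed (covariance of the log2 fold changes 0.067, simulated 3.62e-05).
The Hyper-IL-6 comparison shares the siCtrl. libraries with silencing alone and the siCtrl. + Hy-IL-6 libraries with silencing under Hyper-IL-6, which links their chance values. With silencing alone, 196 genes were shared, and the covariance was 0.0165 against 0.00950 in simulated groups with no effect. With silencing under Hyper-IL-6, 201 genes were shared, and the covariance was −0.0203 against −0.00946. Between libraries with no shared control, the covariance had no constant sign. With the response from Dharmacon and silencing from Qiagen libraries it was 0.0425 for silencing alone and 0.0111 for silencing under Hyper-IL-6, and with the suppliers exchanged −0.00510 and −0.0140. By direction, with the number for independent lists in parentheses, the genes shared with silencing alone were 75 (41.1) higher in both, 46 (15.2) lower in both, 69 (38.5) higher and then lower and 6 (16.3) lower and then higher, and those shared with silencing under Hyper-IL-6 12 (27.2) higher in both, 10 (12.7) lower in both, 151 (32.2) higher and then lower and 28 (10.8) lower and then higher. The number of genes called in all 3 comparisons was 53 without the supplier term, 189 with the replicate block and 212 with only the libraries compared.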

A total number of 71 genes was significantly up- or down-regulated in all three settings (Figure 4B, yellow). This indicates that the altered transcriptional activity of these 71 genes is dually influenced by STAT3 expression and cellular stimulation. 

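The response of single genes to Hyper-IL-6 was set against STAT3 expression directly, as the interaction of both factors in the limma model. MUC1, a membrane mucin, rose from 19.6 ± 5.11 to 82.1 ± 6.86 CPM with Hyper-IL-6 in siCtrl. cells (SD, n = 6) and went from 15.8 ± 4.66 to 19.8 ± 3.37 CPM in siSTAT3 cells, an interaction of −1.72 on the log2 scale (SE 0.18, adjusted p = 4.27e-06). The interaction was −2.68 (SE 0.27, adjusted p = 4.27e-06) for CFI, −2.43 (SE 0.30) for MSN, −2.30 (SE 0.22) for HTR3A and −1.38 (SE 0.12) for the endothelial and epithelial membrane protein HEG1. Among genes of MHC class II, it was −1.15 (SE 0.13) for CIITA and −1.02 (SE 0.12) for HLA-DRA. KRT4, which fell with Hyper-IL-6, had a positive interaction of 0.81 (SE 0.14, adjusted p = 0.00832).
In all, 55 genes passed the interaction test, 40 with a weaker rise or a fall and 15 in the other direction. Of 13 MHC class II genes 5 were lower in the interaction (11 when adjusted over the list alone), and of 10 genes of the acute phase and complement 2, CFI and CFB (5 over the list alone). CFB lost this call in 16 of 24 fits that left out 1 library. The adjusted p from camera was 2.17e-18 for MHC class II (0.0246 with an estimated correlation) and 1.87e-06 for the acute phase list (0.0477 with an estimated correlation).
In siSTAT3 cells, limma called 0 genes with Hyper-IL-6 at an adjusted p under 0.05 (670 at an unadjusted p under 0.05), and voom also called 0. DMBT1 had a log2 fold change of 0.97 there (SE 0.24, adjusted p = 0.913), MUC1 of 0.35 (adjusted p = 0.920) and CIITA of 0.22 (adjusted p = 0.920).
For the Hy-IL-6 response in siSTAT3 cells, limma called 428 genes with Dharmacon siRNAs alone and 729 with a term for supplier and stimulation. The interaction of Hy-IL-6 and STAT3 silencing called 103 genes with the replicate block, 21 without the supplier term and 10 with Dharmacon and 19 with Qiagen siRNAs alone, and with 1 library left out its count was within 1.5 times of 55 in 8 of 24 fits and 29 at the lowest.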

In order to technically validate these results, the expression levels of 12 selected genes were quantified for all three conditions using qPCR analysis. 

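In the RNA-Seq values, the 12 genes taken for qPCR (NAMPT, HIF1A, ELF3, TRIB2, RBPJ, BCL6, DPYD, S100A9, MUC1, DUOX2, SERPINB3 and SERPINB4) were all higher with Hyper-IL-6 in siCtrl. cells and all lower with STAT3 silencing, with or without stimulation. S100A9, a calcium-binding protein of inflamed epithelium, had log2 fold changes of 1.64 (SE 0.21, adjusted p = 2.95e-05, limma) with Hyper-IL-6 and −1.92 (SE 0.21) with silencing under Hyper-IL-6. The serpins SERPINB3 and SERPINB4, neighbouring paralogs that may share reads, stood at 7.42 ± 1.29 and 1.47 ± 0.310 CPM (SD, n = 6) in siCtrl. cells and at 2.60 ± 1.32 and 0.478 ± 0.161 CPM in siSTAT3 cells. With Hyper-IL-6 the log2 fold changes ran from 0.18 for the pseudokinase TRIB2 to 2.07 for MUC1, and 10 of the 12 genes passed an adjusted p of 0.05 in limma. RBPJ (adjusted p = 0.0680) and TRIB2 (adjusted p = 0.127) did not. With silencing alone they ran from −0.15 for NAMPT, an enzyme of NAD synthesis, to −1.43 for SERPINB3, and MUC1 (adjusted p = 0.0539) and NAMPT (adjusted p = 0.174) did not pass. With silencing under Hyper-IL-6 all 12 passed, from −0.46 for HIF1A to −2.71 for SERPINB3. All 12 are in Table S3, which was selected on these samples, and the paper does not state how the 12 were picked. The qPCR values were not analysed here.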

Data obtained by RNA-Seq tightly correlated with those generated by qPCR, demonstrating the reliability of our screening approach (Figure 4D). Next, we stringently filtered for genes that were upregulated after pathway stimulation with Hyper-IL-6, and simultaneously but inversely, downregulated after STAT3 inhibition, and vice versa. This kind of Opposite Direction Analysis (ODA) resulted in 55 candidate genes that are likely to play a prominent role for STAT3-mediated CRT resistance (Figure 4E and Table S3). 

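Genes higher with Hyper-IL-6 and lower with STAT3 silencing, with and without stimulation, numbered 69 in limma at an adjusted p under 0.05, and 6 genes showed the reverse. The first group includes CFI, PLAT and CFB. When each of the 24 libraries was left out in turn, 42 of the 75 genes met the criterion in every fit and 33 failed it at least once, 6 of these in 12 or more fits. Among the genes named here, the call with silencing alone was lost in 15 for CFI, 13 for MCOLN3, 7 for OXR1, 6 for HLA-DMB and 3 for NAMPTP1, and that with Hyper-IL-6 in 9 for B2M, 8 for NAMPTP1, 5 for OXR1, 4 for UAP1L1 and 3 for GBP2. The serine protease gene PLAT stood at 29.7 ± 9.58 CPM in siSTAT3 and 43.0 ± 15.1 CPM in siSTAT3 + Hy-IL-6 cells (SD, n = 6), below its level in either siCtrl. condition. Antigen presentation is represented by 8 of the 13 MHC class II genes, with HLA-DMB changing by 1.42 with Hyper-IL-6 and −1.68 with silencing under Hyper-IL-6, and by NLRC5 and B2M. The group also holds the caspase gene CASP10, with log2 fold changes of 0.48, −0.38 and −0.81 in the order of the comparisons, the adhesion molecule CEACAM1 (0.68, −0.83 and −1.34) and the interferon-inducible GTPase GBP2, whose silencing effect alone was −1.11 (SE 0.16, adjusted p = 2.21e-05, limma). The genes lower with Hyper-IL-6 and higher with silencing include UAP1L1, OXR1 and the cation channel gene MCOLN3, which stood at 7.77 ± 1.36 CPM in siCtrl. and 4.59 ± 0.275 CPM in siCtrl. + Hy-IL-6 cells.
Of the 75 genes, 30 had a silencing effect that differed between suppliers at an adjusted p under 0.05. The interaction test called 16 of the 75. With independent lists, 23.5 genes higher and then lower and 8.14 genes lower and then higher would meet the criterion. When the response was taken from Dharmacon and silencing from Qiagen libraries, which share no control, 193 genes were higher and then lower against 185 for independent lists and 44 lower and then higher against 138. With the suppliers exchanged the numbers were 43 against 14.9 and 19 against 8.20. The number of opposite direction genes was 117 with the replicate block, of which 74 are among the 75, 39 without the supplier term and 132 with only the libraries compared. With 1 supplier it was 198 with Dharmacon (32 of the 75) and 47 with Qiagen siRNAs (25 of the 75). HLA-DRB1, HLA-DRB5 and HLA-DRB6, and NAMPT and its pseudogene NAMPTP1, may share reads, and ARHGAP5-AS1 overlaps a gene on the other strand, which these libraries cannot separate.
For the 55 genes of its own analysis, of which 45 are among the 75, the paper proposes a role in STAT3-mediated CRT resistance.

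**Figure D3:**
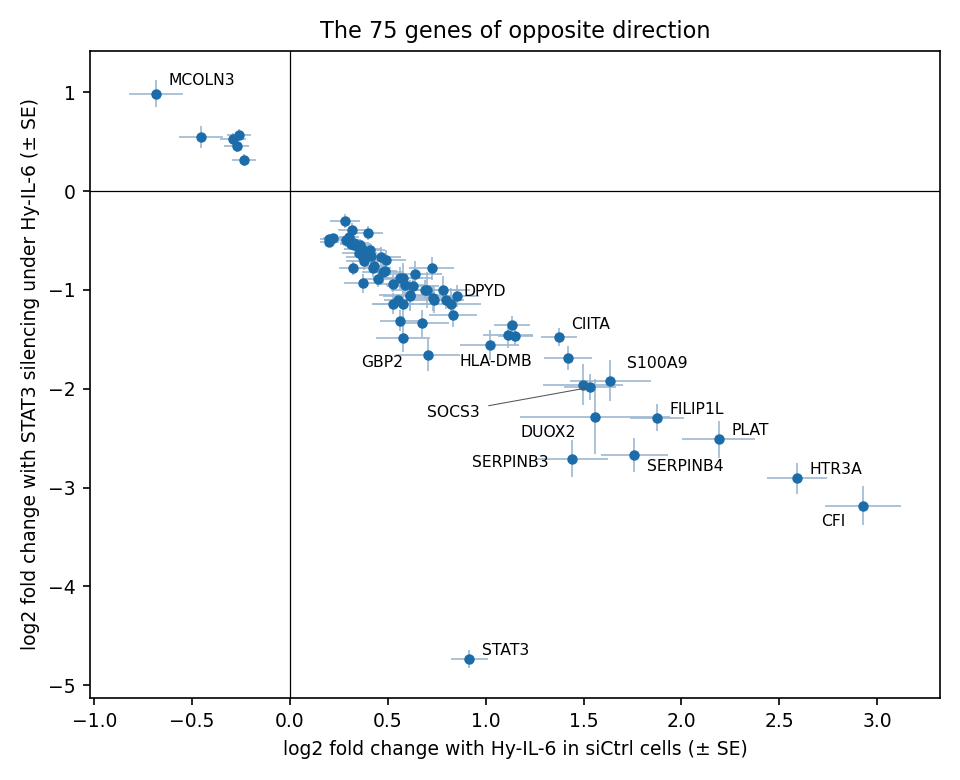
Log2 fold change with Hyper-IL-6 in siCtrl. cells (x axis) and with STAT3 silencing under Hyper-IL-6 (y axis) of the 75 genes, each with its SE. The 69 genes at the lower right rose with Hyper-IL-6 and fell with silencing, and the 6 at the upper left did the reverse.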

Besides *STAT3* itself, our ODA revealed *SOCS3*, a negative feedback regulator of JAK-STAT signaling [27], and *ELF3*, a transcription factor associated with Wnt/β-catenin signaling, which represents a key oncogenic pathway previously linked to CRT resistance [28,29]. 

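STAT3 itself rose with Hyper-IL-6 by a log2 fold change of 0.92 (SE 0.095, adjusted p = 1.34e-06, limma), and silencing lowered it by −4.19 (SE 0.095) without and −4.73 (SE 0.095) with stimulation. In siSTAT3 cells its change with Hyper-IL-6 was 0.37 (SE 0.095, adjusted p = 0.913), and it passed the test with a term for supplier and stimulation. SOCS3 was low in siCtrl. cells at 2.82 ± 0.367 CPM (SD, n = 6) and reached 9.11 ± 1.20 CPM with Hyper-IL-6, a log2 fold change of 1.53 (SE 0.13, adjusted p = 6.1e-08, limma). It was 1.63 ± 0.383 CPM in siSTAT3 cells (−0.65, SE 0.13, adjusted p = 0.000671) and 1.97 ± 0.615 CPM in siSTAT3 + Hy-IL-6 cells (−1.99, SE 0.13), with an interaction of −1.34 (SE 0.19, adjusted p = 0.000344). ELF3 was expressed at a far higher level and moved less, from 247 ± 28.8 CPM in siCtrl. to 348 ± 45.9 CPM in siCtrl. + Hy-IL-6 cells (0.49, SE 0.10, adjusted p = 0.00976, limma), with 194 ± 28.0 CPM in siSTAT3 (−0.35, SE 0.10, adjusted p = 0.0111) and 214 ± 26.6 CPM in siSTAT3 + Hy-IL-6 cells (−0.69, SE 0.10, adjusted p = 3.51e-05). Its interaction was −0.34 (SE 0.15, adjusted p = 0.530) and passed the test only with the replicate block, with or without a term for supplier and stimulation. STAT3, SOCS3 and ELF3 were higher with Hyper-IL-6 in 6, 6 and 6 of 6 pairs. With a single supplier the change of ELF3 with Hyper-IL-6 lost its call, as did its silencing effect alone with Dharmacon siRNAs. SOCS3 lies on chromosome 17 from 78356778 to 78360077 and ELF3 on chromosome 1 from 202007945 to 202017183 (GRCh38).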

Other putative STAT3 targets were *DPYD*, a gene encoding a key 5-FU-metabolizing enzyme [30], *MUC1*, which impacts on the response to radiotherapy in pancreatic cancer [31], and *HIF1A*, an established target of JAK-STAT signaling and previously reported as potential determinant of tumor radiosensitivity [32]. 

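DPYD, whose product is the first and rate-limiting enzyme of pyrimidine breakdown, was expressed at 3.29 ± 0.749 CPM in siCtrl. cells (SD, n = 6) and 6.25 ± 1.62 CPM with Hyper-IL-6, a log2 fold change of 0.82 (SE 0.16, adjusted p = 0.00405, limma). In siSTAT3 cells it was 2.25 ± 0.723 CPM without (−0.48, SE 0.16, adjusted p = 0.0209) and 2.57 ± 0.786 CPM with Hyper-IL-6 (−1.14, SE 0.16, adjusted p = 1.44e-05). Without Dharmacon siCtrl. replicate 2, Qiagen siCtrl. replicate 2 or Dharmacon siSTAT3 replicate 3, the adjusted p of its silencing effect alone was 0.0522, 0.0553 and 0.0605, and the call was also lost without the supplier term. MUC1, which moved most of these genes with Hyper-IL-6 and with silencing under Hyper-IL-6, had an adjusted p of 1.53e-10 (limma) with Hyper-IL-6 and a log2 fold change of −2.04 (SE 0.12, adjusted p = 7.22e-11) with silencing under Hyper-IL-6. With silencing alone its value was −0.31 (SE 0.12), short of the threshold, and under it with the replicate block (adjusted p = 0.0419) and with the 12 libraries compared (adjusted p = 0.0242). HIF1A, the oxygen-regulated subunit of the hypoxia-inducible factor, went from 261 ± 25.6 to 322 ± 31.3 CPM with Hyper-IL-6 (0.30, SE 0.050, adjusted p = 0.000860, limma) and was 233 ± 19.8 CPM in siSTAT3 (−0.16, SE 0.050, adjusted p = 0.0167) and 234 ± 35.5 CPM in siSTAT3 + Hy-IL-6 cells. Its calls with Hyper-IL-6 and with silencing alone ended without the supplier term. The interaction was −0.66 (SE 0.22, adjusted p = 0.345) for DPYD and −0.31 (SE 0.071, adjusted p = 0.0573) for HIF1A. DPYD lies on chromosome 1 from 97077743 to 97995000, MUC1 on chromosome 1 from 155185824 to 155192916 and HIF1A on chromosome 14 from 61695513 to 61748259 (GRCh38).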

Unexpectedly, our analysis also uncovered *RBPJ*, the key transcriptional regulator of the NOTCH pathway. 

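RBPJ (ENSG00000168214, chromosome 4 from 26163455 to 26435131, plus strand, GRCh38) stood at 121 ± 7.17 CPM in siCtrl. cells (SD, n = 6) and at 146 ± 14.9 CPM after Hyper-IL-6, a log2 fold change of 0.27 (SE 0.078, adjusted p = 0.0680, limma), higher in 6 of 6 pairs of libraries. STAT3 silencing lowered it to 86.6 ± 10.1 CPM without stimulation (−0.49, SE 0.078, adjusted p = 5.5e-05, limma) and to 85.5 ± 7.68 CPM under Hyper-IL-6 (−0.77, SE 0.078, adjusted p = 2.37e-07). In siSTAT3 cells Hyper-IL-6 changed it by −0.014 (SE 0.078, adjusted p = 0.991), and the interaction was −0.28 (SE 0.11, adjusted p = 0.452). With silencing alone RBPJ changed by −0.65 with Dharmacon and −0.32 with Qiagen siRNAs, and under Hyper-IL-6 by −0.86 and −0.68. Averaged over both stimulation states, this supplier difference was 0.25 (adjusted p = 0.0235, limma). The 3′ UTR of RBPJ (3919 bases) holds 2 of the 7-base seed sites of the Dharmacon STAT3 siRNAs and 0 of the Qiagen ones. Of these sites, 1 is CTGCATT, the only Dharmacon seed that stood out alone across genes (mean difference 0.13, Qiagen minus Dharmacon). A direct effect of these siRNAs on RBPJ was not separated from one through STAT3. In the supplement's siRNA table, 1 of 5 Dharmacon sequences labelled as the STAT3 pool matches RBPJ and not STAT3, only 3 Dharmacon sequences are labelled RBPJ, and an RBPJ label stands beside a Qiagen sequence. The labels thus look misaligned, which the paper does not state, and they do not show whether the STAT3 pool held an RBPJ siRNA.
The adjusted p of the rise with Hyper-IL-6 was 0.0544 with the replicate block, 0.0114 with the 12 libraries compared, 0.00341 with a term for supplier and stimulation, 0.00389 with Dharmacon and 0.439 with Qiagen siRNAs alone. It was 0.0477 without Qiagen siCtrl. + Hy-IL-6 replicate 1, 0.0364 without Qiagen siSTAT3 replicate 2, 0.0409 without Qiagen siSTAT3 + Hy-IL-6 replicate 1 and up to 0.178 without another library.
Other genes of the NOTCH pathway were listed before the data were examined. Of 28 measured ligands, receptors and processing genes, none passed with Hyper-IL-6 (0 over the list alone), and with silencing alone 3 rose and 6 fell (3 and 6 over the list alone). The receptor NOTCH3 fell from 53.8 ± 5.51 to 26.0 ± 7.26 CPM (−1.07, SE 0.17, adjusted p = 6.05e-05, limma), the glycosyltransferase LFNG by −0.81 (SE 0.11) and the γ-secretase subunit NCSTN by −0.27 (SE 0.055), whereas NOTCH2 rose from 104 ± 10.4 to 137 ± 29.7 CPM (0.38, adjusted p = 0.0105) and the protease ADAM9 by 0.23. The 3′ UTR of NOTCH3 holds 3 seed sites of the Dharmacon STAT3 siRNAs, 2 of them CTGCATT, and 0 of the Qiagen ones. NOTCH3 fell more with Dharmacon siRNAs, and a direct effect of the siRNAs was not separated here either. The 3′ UTR of NOTCH2 holds 2 Dharmacon seed sites, 1 of them CTGCATT, and 0 Qiagen ones. Under Hyper-IL-6, silencing did not raise NOTCH2 with Dharmacon siRNAs alone, so its rise depended on the supplier. Under Hyper-IL-6, 2 of the 28 genes rose and 4 fell with silencing (0 and 4 over the list alone). Of 18 genes of the nuclear complex, 1 rose and 1 fell with Hyper-IL-6 (2 and 1 over the list alone), 3 rose and 3 fell with silencing alone (3 and 3) and 3 rose and 1 fell with silencing under Hyper-IL-6 (3 and 1), with the corepressor SPEN at 0.32 and 0.29. Of 14 NOTCH target genes, none passed with Hyper-IL-6 (1 rose and 1 fell over the list alone), and 1 rose and 2 fell with either silencing comparison (1 and 2 over the list alone). HES1 had log2 fold changes of −0.18 (adjusted p = 0.545), −0.26 (adjusted p = 0.113) and −0.093 (adjusted p = 0.62) in the order of the comparisons.
The adjusted p from camera for the ligand, nuclear and target lists was 0.386, 0.918 and 0.0176 with Hyper-IL-6, 0.233, 0.941 and 0.144 with silencing alone, and 0.609, 0.911 and 0.532 with silencing under Hyper-IL-6. The fall of the target list with Hyper-IL-6 (median −0.17; adjusted p = 0.545 with an estimated correlation) was −0.35 with Dharmacon and 0.040 with Qiagen siRNAs, and its adjusted p was 0.198 without Dharmacon siCtrl. + Hy-IL-6 replicate 3. The ligand list had medians of 0.0015 with Hyper-IL-6 and 0.0086 with silencing under Hyper-IL-6, with means of −0.076 and −0.013, and the nuclear list medians of 0.0034, −0.0094 and −0.0036 with means of −0.032, −0.016 and 0.012, so median, mean and test differ in sign for both.

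**Figure D4:**
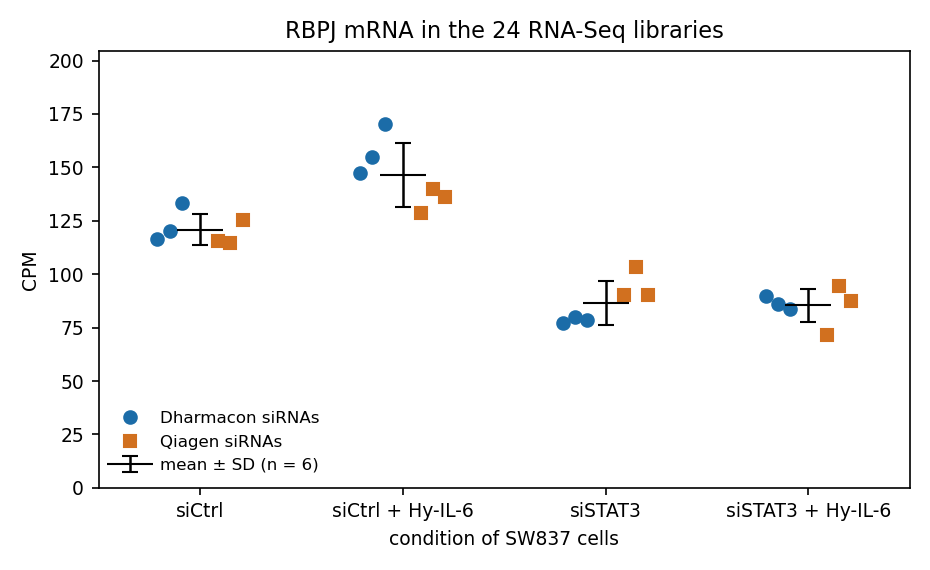
RBPJ mRNA in CPM (axis from 0) in the 24 RNA-Seq libraries by condition, with the siRNA supplier marked, each condition's mean and its SD. The siCtrl. + Hy-IL-6 mean is the highest at 146 ± 14.9 CPM, and both siSTAT3 means lie below the siCtrl. mean of 121 ± 7.17 CPM.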

Following ligation of NOTCH on the cell surface by DELTA/Jagged ligands, NICD becomes proteolytically cleaved and assembles with RBPJ in the nucleus to drive expression of NOTCH target genes [33,34] (for pathway details, see Figure S2).

### 2.4. Convergent STAT3 and NOTCH Signaling Cause CRT Resistance

To directly assess a functional relationship between inflammatory signaling and cell developmental (NOTCH) pathways, we first analyzed whether *RBPJ* is a direct target of STAT3 by Electrophoretic Mobility Shift Assay (EMSA). In fact, we identified a canonical docking site for STAT family members, called interferon-gamma activated sequence (GAS) [35], in the first intron of the human *RBPJ* locus approximately 300 bp 3′ of the known promotor region (Figure S3B). 

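The EMSA probe of Table S4, CGGGGGCTTCCGGGATCAGGCC, has 1 exact match in GRCh38, on chromosome 4 from 26319957 to 26319978 on the plus strand, the strand of RBPJ. The stretch taken here as its GAS element, TTCCGGGAT, covers positions 26319964 to 26319972, and the methods of the paper call the element GAS-like. In the GENCODE 44 annotation the probe lies in intron 1 of 6 RBPJ transcripts and intron 2 of 1, outside the span of the other 44 of 51, and in an exon of 0. It starts 321 bases downstream of the start of RBPJ-201 at 26319636, 247 bases downstream of that of RBPJ-203 and 295 bases downstream of that of RBPJ-213, whereas the canonical transcript RBPJ-205 starts downstream of the probe, at 26321014. The sequence from 26319857 to 26320078 is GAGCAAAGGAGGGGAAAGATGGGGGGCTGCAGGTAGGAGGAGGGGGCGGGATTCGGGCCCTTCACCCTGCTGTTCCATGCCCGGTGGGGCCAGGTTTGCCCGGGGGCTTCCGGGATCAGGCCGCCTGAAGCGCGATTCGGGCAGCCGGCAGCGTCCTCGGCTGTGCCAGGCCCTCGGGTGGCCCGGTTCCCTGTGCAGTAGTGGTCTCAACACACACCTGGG, of which 68.9% is G or C. These are facts of the reference sequence and not a measurement of binding.

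**Figure D5:**
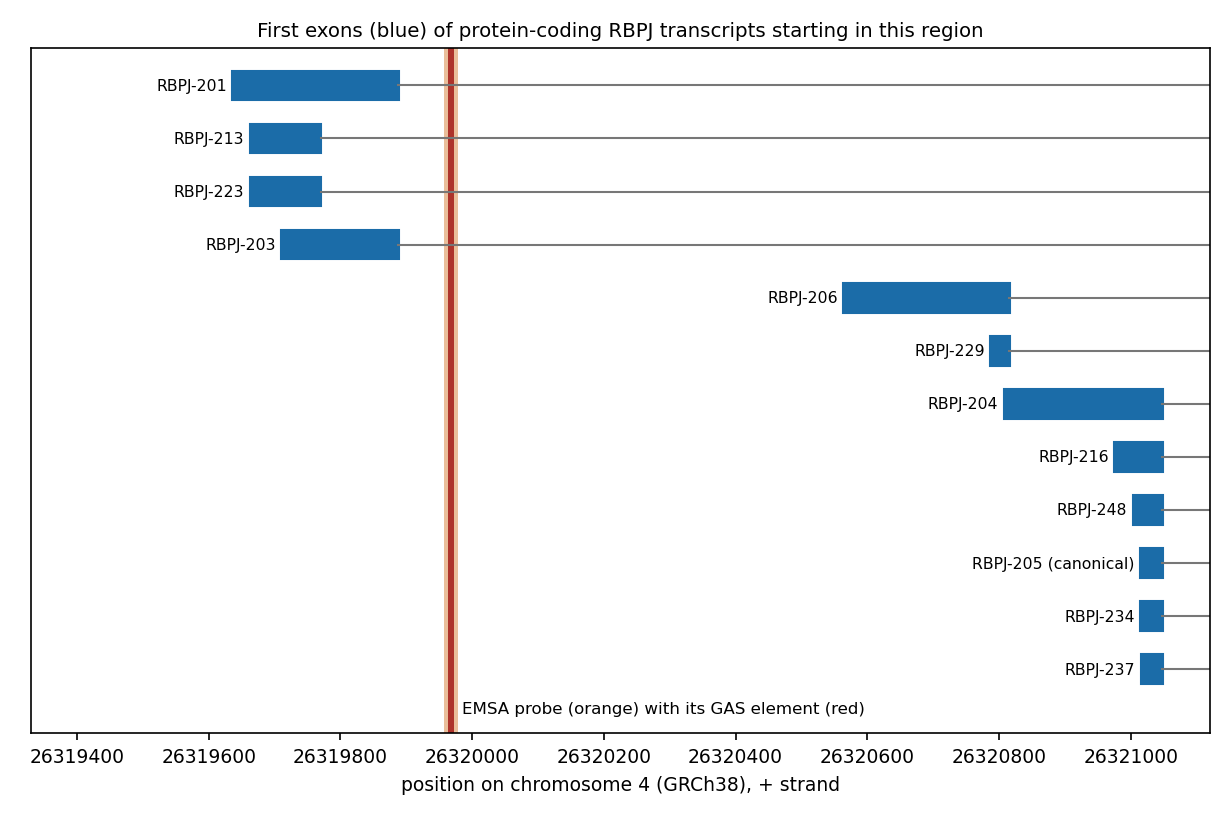
First exons (blue) of the 12 protein-coding RBPJ transcripts that start in this part of chromosome 4 (x axis, position in GRCh38), with the EMSA probe in orange and its GAS element in red. The probe lies downstream of the first exons of RBPJ-201, RBPJ-203 and RBPJ-213 and upstream of the canonical RBPJ-205.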

EMSA revealed robust binding of radioactively labeled GAS probes from the *RBPJ* promotor to STAT proteins of Hyper-IL-6-stimulated SW837 cells, whereas the mutated control GAS probe showed no binding (Figure 5A). This identified *RBPJ* as a direct STAT3-regulated target gene.

Importantly, when RBPJ expression was silenced in otherwise CRT-resistant SW837 rectal cancer cells, the cells were re-sensitized to CRT (Figure 5B), showing that RBPJ—like STAT3—is a key determinant of CRT resistance. Moreover, RBPJ silencing phenocopied STAT3 silencing as silencing of RBPJ alone was as effective as inhibition of STAT3, and the combined interference with both proteins had no additive effect on CRT re-sensitization. In fact, the CFA survival curves of all three experimental conditions were virtually identical (Figure 5B). Hence, RBPJ is not just one of many but rather is a direct and major effector of STAT3-controlled CRT resistance. This conclusion is further supported by the observation that sensitization to radiotherapy (RT) following RNAi-mediated inhibition of RBPJ was even more pronounced after prior stimulation with Hyper-IL-6 (Figure S3C).

RBPJ is best known for being the mandatory binding partner of NICD to constitute the transcriptionally active effector complex of NOTCH-activated cells [33,34]. In the absence of NICD, however, RBPJ has been reported to act as transcriptional repressor [33,37]. It was thus important to test for the presence of NICD in cells that are resistant or sensitive to CRT. Anti-NICD immunoblot analysis revealed a robust NICD signal in CRT-resistant SW837 and SW1463 cells (Figure 5C, upper panel). By contrast, the CRT-sensitive line LS411N did not express NICD (Figure 5C, upper panel). Furthermore, in accordance with the presence or absence of NICD, expression of the transcription factor HES1, a main target of active NOTCH signaling [38], was weak in LS411N cells but readily detected in SW837 and SW1463 cells with signal intensities that are proportional to the NICD positivity and CRT sensitivity of these cells (Figure 5C, upper panel). Finally, the presence of NICD in the tested cell lines directly correlated with the transactivation activity of STAT3 (Figure 5C, lower panel). Thus, as a consequence of inflammatory STAT3 signaling NICD and RBPJ form a functional transcription factor complex in CRT-resistant rectal cancer cells. Importantly, the amounts of NICD and RBPJ in CRT-resistant SW837 and SW1463 cells increased upon irradiation, whereas they decreased in CRT-sensitive cell line LS411N (Figure 5D). This observation indicates that irradiation of already CRT-resistant rectal cancer cells even further promotes their resistance by inducing the generation of NICD and RBPJ. Thus, CRT treatment of patients who have a CRT-resistant form of rectal cancer may be a contra-productive and even harmful measure.

Next, we investigated the cause of constitutive NICD production in CRT-resistant cells by a comprehensive expression analysis of proteins that regulate NOTCH processing (Figure 5E). Our cells were tested positive for different patterns of NOTCH ligands (Jagged 1/2 and DELTA-like) and NOTCH cleaving components such as ADAM proteases and presenilins (γ-secretases). However, a combination of proteins capable of processing NOTCH was found only in CRT-resistant SW837 and SW1463 cells, but not in CRT-sensitive LS411N cells. These observations indicated a cell-intrinsic tonic NOTCH processing activity that might be relevant for CRT resistance. To test this hypothesis, we inhibited the activity of γ-secretases using the chemical compound DAPT. Indeed, DAPT treatment re-sensitized SW837 cells to CRT (Figure 5F). Moreover, treatment with DAPT resulted in a sensitization to CRT similar to that seen when RBPJ was silenced by RNAi, while the combined blockade of the γ-secretases complex and RBPJ had no additive effect (Figure 5F).

Finally, to test if NOTCH family members indeed represent relevant molecular elements in human rectal cancer, we analyzed pretherapeutic gene expression profiles obtained from 207 patients with locally advanced rectal cancer who were treated with preoperative CRT. In fact, high expression of NOTCH2, NOTCH3, and NOTCH4 in the tumors of our patient cohort was associated with impaired disease-free survival, while NOTCH1 had no effect (Figure 5G and Figure S3D). These data illustrate the strong correlation between NOTCH family proteins in rectal cancers and CRT resistance in a clinical context. In combination with our detailed molecular analyses, they strongly indicate that the interplay between inflammatory gp130/STAT3 signaling and the NOTCH pathway has a central role in mediating CRT resistance in rectal cancer.

## 3. Discussion

The mechanisms that underlie CRT-resistance, both tumor-intrinsic as well as tumor-extrinsic ones, are actively debated [9,10,11] including the functional role of STAT3 [19]. We now show that the tonic activity of STAT3 in rectal cancer cells is key to their resistance to CRT. STAT3 facilitates CRT resistance by inducing the expression of RBPJ, which represents the central effector protein of the NOTCH pathway [33,34]. This cell-autonomous signal axis could be further potentiated by triggering cytokine receptors of the gp130 family, an event that may also happen in the context of an inflammatory microenvironment found in many solid tumors [10,39]. Vice versa, inhibition of the gp130/STAT3 signaling at different levels re-sensitized otherwise resistant rectal cancer cells to CRT in our cell culture systems as well as in our in vivo xenograft tumor model. This mouse model has the advantages that it not only mirrors the clinical setting of fractionated doses of both irradiation and chemotherapy, but also allows for focusing on tumor-intrinsic factors. Noteworthy, the role of tumor-extrinsic factors and the impact of the tumor micromileu on CRT resistance can now be studied by additional interesting model systems that have recently been reported by other labs [40,41].

Our results confirm and extend the recent observation from Nagaraju and colleagues, who demonstrated a sensitization to CRT of HCT116 colon cancer cells following treatment with napabucasin in vivo [42]. However, their experiments were performed in a microsatellite-instable (MSI) cell line, and tumor growth was only monitored during treatment. In contrast, we used a microsatellite-stable (MSS) cell line, which is characterized by an underlying genetic pathway of the vast majority of sporadic CRC [43]. In addition, we assessed full tumor regrowth to measure treatment response, which more closely mirrors the clinical situation. Consistent with our finding that napabucasin sensitizes esophageal cancer cells to CRT, Ebbing and colleagues recently demonstrated that stroma cell-derived IL-6 mediates CRT resistance of esophageal adenocarcinomas, which could be reverted by inhibition of IL-6 [44]. Based on all these findings, we propose that this knowledge may be translated into a personalized treatment strategy (see Figure 3D) that includes screening of pretherapeutic tumor biopsies for the presence of phosphorylated STAT3, followed by a combined treatment with CRT and napabucasin in case of phospho-STAT3 positivity. Noteworthily, phospho-STAT3 can be detected in up to 40% of CRC [24,45,46] and up to 60% of esophageal cancer [47,48]. Thus, reversing CRT resistance by napabucasin treatment could potentially benefit a large proportion of patients suffering from these cancers.

Mechanistically, phospho-STAT3 executed CRT resistance in rectal cancer cells by supporting NOTCH signaling, specifically by stimulating expression of RBPJ, the key transcriptional effector of the NOTCH pathway. This observation is in accordance with a previous report, showing that JAK-STAT signaling plays a role in the expression of HES1, a prominent NOTCH downstream effector protein [38]. Interestingly, over-expression of HES1 increased STAT3 phosphorylation activity in colon cancer cells [49] and the amount of HES1 also correlated with the activity of STAT3 in our rectal cancer cells, indicating a reciprocal feed-forward regulation of STAT3 activity, NOTCH target genes and their products. We found RBPJ to be a direct target gene of signaling active STAT3, which may explain these observations together with the tumor cell-autonomous processing of NOTCH leading to NICD production and the assembly of the transcriptionally active RBPJ/NICD complex. Further evidence for a tight link between gp130/STAT3 and NOTCH signaling was provided by Yang et al. who demonstrated that Jagged1 regulates expression of STAT3 in platinum-resistant ovarian cancer cells [50]. NOTCH4/STAT3 crosstalk is also important for epithelial-mesenchymal transition of breast cancer cells and NOTCH inhibition reduced the level of activated STAT3 [51].

While inhibition of the NOTCH pathway has already been linked to sensitization of glioblastoma or breast cancer cells to radiation [52], we now show that the NOTCH pathway, controlled by gp130/STAT3 signaling, regulates CRT responsiveness in rectal cancer. This conclusion is supported further by our finding that expression of NOTCH isoforms correlated with the clinical outcome in rectal cancer patients. In accordance with this, NOTCH1 and NOTCH4 were found to be expressed in a subset of breast cancer cells where their expression also correlated with poor prognostic factors [53]. Likewise, in non-small cell lung cancer (NSCLC), expression of NOTCH3 was associated with poor survival of patients [54] while in gastric cancer, high expression of all four NOTCH isoforms correlated with a short relapse-free survival [55].

Collectively, appropriate clinical trials are required to validate the suitability of both our concept to reverse CRT resistance and the value of STAT3 and/or NOTCH as prognostic biomarkers (Figure 3D). However, from a clinical perspective, enhancing responsiveness to CRT will likely increase the fraction of patients that show a pathological complete response after treatment. Potentially, these patients could be spared from the morbidity and mortality of radical surgical resection, which can be substantial, including urinary, sexual or bowel dysfunction in up to 70% of patients, anastomotic leakage in 10–15% of patients, and the necessity for a permanent stoma in up to 20% of the patients [3,5,6]. The clinical concept to omit surgical resection in case of a complete response after CRT, which is referred to as watch-and-wait strategy, is currently intensively and controversially discussed in the field [56,57,58,59]. Nevertheless, it would add a significant clinical as well as socioeconomic benefit for the individual patient and the community, respectively.

## 4. Materials and Methods

### 4.1. Cell Culture, RNA Interference, and Western Blot Analysis

Human rectal cancer cell lines SW837 and SW1463 and the STAT3-negative colon cancer cell line LS411N were obtained from the American Type Culture Collection (Manassas, VA, USA). Human esophageal adenocarcinoma cell lines FLO-1, OAC-P4C, OE-19, OE-33, and SK-GT-4, and squamous cell carcinoma cell lines Kyse-70, Kyse-150, Kyse-180, and Kyse-270 [60] were obtained from the German collection of cell cultures and microorganisms (DSMZ, Braunschweig, Germany). Mycoplasma contamination was routinely tested using MycoAlertVR Mycoplasma Detection Kit (Lonza, Basel, Switzerland), and cross-contamination was surveyed by short tandem repeat (STR) profiling (DSMZ). Transfections with siRNA pools were performed as described [19]. Cell lysis and immunoblotting were performed as described [19]. For detection of phosphorylated STAT3, CRC cells were stimulated either with recombinant IL-6 (Biochrom, Berlin, Germany) or Hyper-IL-6 (Hy-IL-6), while esophageal cancer cells were left unstimulated.

### 4.2. Colony Formation Assay

Adherent cells were incubated over night with 3 µM 5-fluorouracil (5-FU) (Sigma-Aldrich, St. Louis, MO, USA) overnight, followed by X-ray irradiation (0, 1, 2, 4, 6, 8 Gy; Gulmay Medical, Camberley, UK). For pre-treatments napabucasin was administered for 1 h, and Hy-IL-6, tocilizumab or ruxolitinib for 16 h. After cell line-specific incubation times, colonies were stained with Mayer’s hemalum solution (Merck KGaA, Darmstadt, Germany), counted and analyzed [61].

### 4.3. STAT3 Activity and Expression of STAT3 Variants

The activity of STAT3 was measured by dual luciferase reporter (DLR) assays as described before [19]. Site-directed mutagenesis to generate STAT3 mutants harboring amino acid exchanges Y705F, S727A, or Y705F/S727A was performed on wild-type STAT3 cDNA. The integrity of all constructs was confirmed by sequencing. For expression, all STAT3 constructs were ligated in frame into the expression vector pmaxKS, encoding a C-terminal HA peptide tag. Transfection into LS411N cells was done using the Amaxa nucleofection technology (Lonza).

### 4.4. Electrophoretic Mobility Shift Assay (EMSA)

EMSA was performed as described [62]. Briefly, SW837 cells were left untreated or stimulated for 30 min with Hy-IL-6 (20 ng/mL) and were lysed in cytoplasmic extraction buffer. Nuclei were isolated by centrifugation and incubated in 50 μL nuclear extraction buffer. After centrifugation at 16,000× *g* for 15 min and 4 °C, nuclear extracts were mixed with the same amount of cytoplasmic extracts from the same cells. As positive control for GAS binding, lysates of unstimulated or IFN-γ- (50 ng/mL, Biomol, Hamburg, Germany) stimulated HeLa cells were used. Note, HeLa cells coexpress STAT1 and STAT3, which possess distinct electrophoretic mobility, and hence, can be distinguished from each other when simultaneously detected by EMSA. The slower (upper) and faster (lower) migrating band represents STAT3 and STAT1, respectively [36]. For testing of STAT3 binding to the GAS-like element in the *RBPJ* promotor region, we used duplex oligonucleotide probes with 5 bp T overhangs at their 5′ end. Sequences are depicted in Table S4. End-filling reaction catalyzed by the Klenow fragment (New England Biolabs, Frankfurt am Main, Germany) generated [^33^P]-labeled probes. Four µl of cellular extracts were incubated with 8 µL of EMSA reaction buffer containing 1 ng of the [^33^P]-labeled probes. For competition experiments, a 750-fold molar excess of unlabeled native RBPJ was added to the reaction and incubated for 15 min at room temperature. Following electrophoretic separation on 8% acrylamide:bisacrylamide gels (29:1), DNA-binding complexes were autoradiographically detected on vacuum-dried gels using a Typhoon FLA 9500 laser phosphorimaging system (GE Healthcare, Uppsala, Sweden).

### 4.5. Screening STAT3 Target Genes by RNA-Seq and Opposite Direction Analysis

A detailed description of STAT3 target gene identification is provided in Supplementary Materials and Methods. Briefly, STAT3 expression was silenced by siRNA, either without further treatment or after treatment with Hy-IL-6. Total RNA samples were processed for preparation of cDNA libraries exhibiting an average length of 300 bp. Libraries were pooled and sequenced on the Illumina HiSeq 4000 (Illumina, Inc., San Diego, CA, USA). Differentially expressed genes (FDR cut-off: 0.01) were identified for three conditions: siCtrl. vs. siCtrl. + Hy-IL-6, siCtrl. vs. siSTAT3, and siCtrl. + Hy-IL-6 vs. siSTAT3 + Hy-IL-6. Opposite direction analysis (ODA) was employed to identify genes that were significantly upregulated upon Hy-IL-6 stimulation and, inversely, downregulated upon STAT3 silencing. The sequencing data and abundance measurement files have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE139455. Semi-quantitative RT-PCR analysis was performed for selected genes as described before [19].

### 4.6. Patients, Gene Expression Profiling and Survival Analysis

This project was conducted within the context of the Clinical Research Unit 179 (KFO179), approved by the Ethics Committee of the University Medical Center Goettingen, and with informed consent obtained from all patients. Detailed information can be found in Supplementary Materials and Methods. Briefly, the expression levels of *NOTCH1-4* were extracted from gene expression profiles of pretherapeutic biopsies from 207 patients with locally advanced rectal cancer who were treated with preoperative chemoradiotherapy. For correlation of gene expression data with clinical parameters, Kaplan-Meier curves displaying disease-free survival (DFS) were generated. Patients were grouped according to gene expression levels above or below the median expression of a particular mRNA.

### 4.7. Mice

Animal experiments were approved by the German Animal Welfare Act (reference number: 33.9-42502-04-17/2383). SW1463 cells were subcutaneously injected into the right flank of athymic nude Naval Medical Research Institute (NMRI) Foxn1nu/Foxn1nu mice. Experiments started when the tumor reached a volume of about 150 mm^3^. For CRT/napabucasin treatment, mice were randomly separated into four different groups: DMSO, napabucasin, DMSO + CRT, and napabucasin + CRT. Body weight and tumor volume were measured thrice weekly. According to the legal termination criterion, mice were sacrificed after tumor volume reached approximately 1500 mm^3^.

### 4.8. Statistical Analysis

*p*-values and FDR-values < 0.05 were considered significant. Except for immunoblot analyses, RNA-Seq and EMSA, experiments were performed as technical triplicates and independently repeated at least three times. For data analysis of irradiation experiments, a two-way analysis of variance (ANOVA) was used to calculate significant differences between control and treatment groups and were performed using Microsoft Excel software (version 2016 MSO, Add-in “Data Analysis”, Microsoft Corporation, Redmond, WA, USA). For visualization, data of irradiation experiments are presented as mean and standard error of the mean (s.e.m.) from at least three independent experiments using the software KaleidaGraph (version 4.1.0, Synergy Software, Reading, PA, USA). Statistical analyses of DLR activity were performed using an unpaired two-tailed Student’s t-test in Microsoft Excel and visualized in Grapher software (version 8.2.460, Golden Software, Golden, CO, USA). To calculate *p*-values for correlation of qPCR and RNA-Seq data, Pearson’s correlation was applied in Microsoft Excel. Statistical tests of tumor volume and Kaplan-Meier analysis were performed in GraphPad Prism (version 8), mixed-effects analysis using Tukey’s multiple comparisons test and Log-rank (Mantel-Cox) test, respectively.

## 5. Conclusions

Inflammatory cytokine receptors of the gp130 family synergize with the NOTCH pathway to render tumor cells refractory against chemoradiotherapy. Signaling elements of the two cascades represent candidate biomarkers for patient stratification, which may spare patients with non-responsive tumors from adverse side effects of chemoradiotherapy. Moreover, blocking the tumor cell-intrinsic gp130/NOTCH signal axis may enhance responsiveness to chemoradiotherapy. Collectively, the discovery of a gp130/NOTCH al-liance as a basis of chemoradiotherapy resistance offers a novel treatment concept for pa-tients with rectal cancer, which, if further validated in clinical trials, would add a signifi-cant clinical as well as socioeconomic benefit.

## Figures and Tables

**Figure 1:**
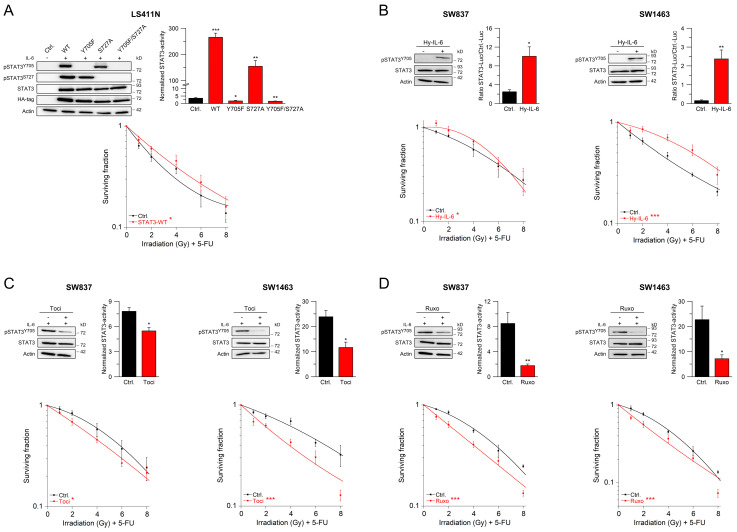
Cytokine receptors of the gp130 family regulate CRT sensitivity via STAT3 activation. (**A**) STAT3-negative LS411N cells were transfected with empty control vector or constructs encoding HA-tagged versions of wild-type STAT3 or STAT3 variants harboring indicated amino acid exchanges. Cells were analyzed for expression and inducible phosphorylation of STAT3 proteins by immunoblotting (upper left) or monitored for inducible STAT3 transcriptional activity (upper right), or were cultured in colony formation assays (CFA) to measure their survival following irradiation in the presence of 5-FU (CRT) (lower graph). (**B**) Hyper-IL-6 (Hy-IL-6)-induced STAT3 phosphorylation and transcriptional activity were analyzed in STAT3-positive SW837 or SW1463 cells (upper panels), and the impact of that stimulation on sensitivity to CRT was assessed (lower panel). (**C**,**D**) cells were treated with (**C**) tocilizumab (Toci) or (**D**) ruxolitinib (Ruxo) and analyzed for STAT3 functionality as described above or were monitored for CFA survival after CRT. Data presented as mean ± s.e.m. from at least *n* = 3 independent biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, unpaired two-sample Student’s t-test or two-way analysis of variance (ANOVA). For *p*-values see Table S1.

**Figure 2:**
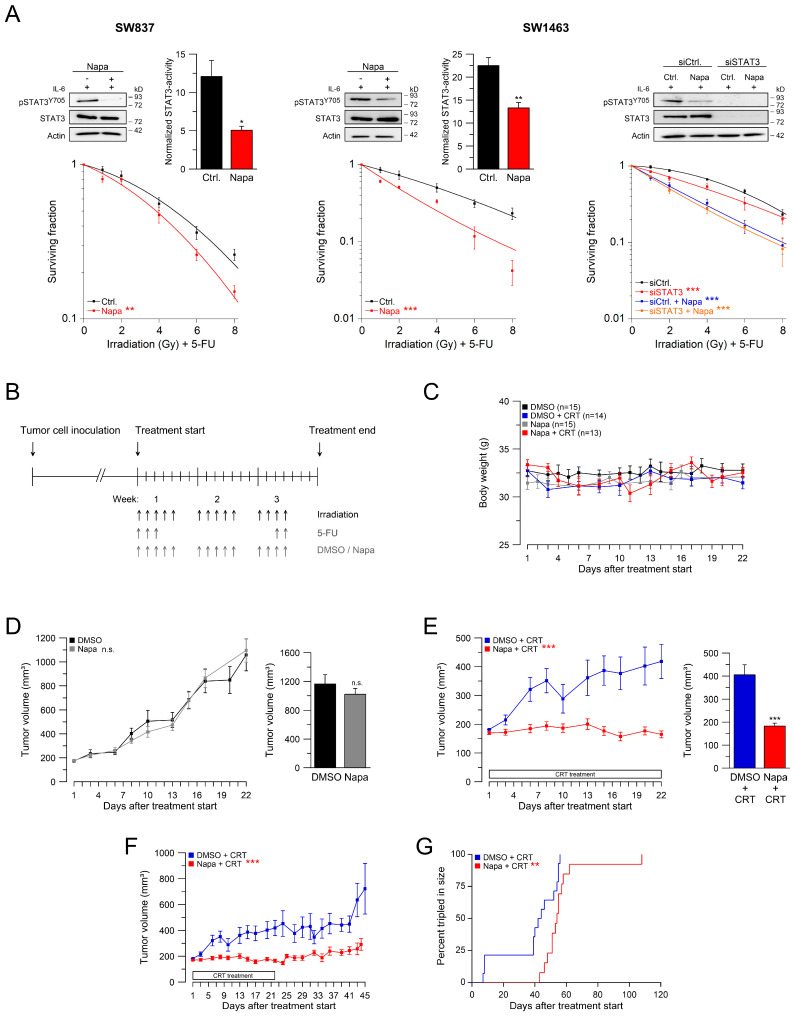
Targeting gp130/STAT3 signaling in vitro and in vivo. (**A**) SW837 or SW1463 cells were left untreated or treated with napabucasin (Napa) (left and middle panel) and analyzed for STAT3 functionality (upper graphs), or were monitored for CFA survival after CRT (lower graphs). Following siRNA-mediated STAT3 silencing and treatment with napabucasin, SW1463 cells or untreated control cells were subjected to STAT3 immunoblot analyses or CFA survival after CRT (right panel). Data presented as mean ± s.e.m. from at least *n* = 3 independent biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, unpaired two-sample Student’s t-test or two-way analysis of variance (ANOVA). For *p*-values see Table S1. (**B**) Scheme of subcutaneous SW1463 rectal cancer xenograft model. (**C**) Body weight curves of mice treated with either DMSO (*n* = 15), napabucasin (*n* = 15), DMSO + CRT (*n* = 14), or napabucasin + CRT (*n* = 13). (**D**,**E**) Tumor volumes of mice during treatment (left panels), and at the end of treatment (right panels). Tumors were treated with DMSO or napabucasin, either without CRT (**D**) or with CRT (**E**). *** *p* < 0.0001 (**E**, left panel), *** *p* = 6.668 × 10^−5^ (**E**, right panel). (**F**) Tumor volumes of mice until day 45 after start of treatment, *** *p* < 0.0001. (**G**) Kaplan-Meier estimates of the time to tumor tripling. Median times to tumor tripling were 43 days (DMSO + CRT) and 54 days (napabucasin + CRT), ** *p* = 1.13 × 10^−2^. *p*-values were calculated by mixed-effects analysis using Tukey’s multiple comparisons test (**D**,**E**, left and **F**), unpaired two-sample Student’s *t*-test (**D**,**E**, right), or Log-rank (Mantel-Cox) test (**G**), see Table S1. Data points consisted of at least seven mice.

**Figure 3:**
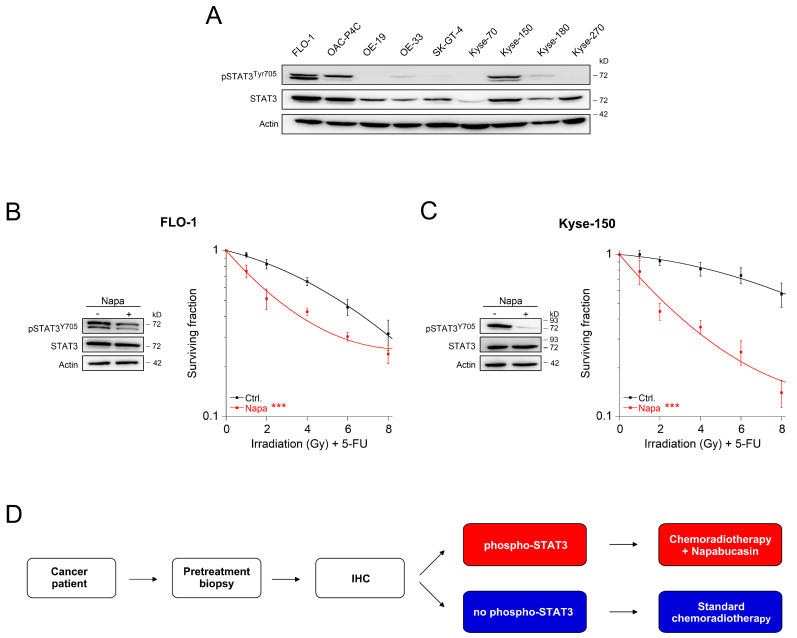
Targeting gp130/STAT3 signaling in esophageal cancer cells. (**A**) Nine esophageal cancer cell lines were analyzed for expression and phosphorylation of STAT3 by immunoblotting. (**B**,**C**) FLO-1 or Kyse-150 cells were left untreated or treated with napabucasin (Napa). Cells were either subjected to Western blot analysis (left panel), or were monitored for CFA survival after CRT (right panel). Data presented as mean ± s.e.m. from at least *n* = 3 independent biological replicates. *** *p* < 0.001, two-way analysis of variance (ANOVA). For *p*-values see Table S1. (**D**) Putative personalized treatment strategy for cancer patients who are referred to preoperative or definitive CRT. Pretherapeutic biopsies are tested for phospho-STAT3 via immunohistochemistry (IHC). Patients with pSTAT3-positive tumors are treated with a combination of CRT and napabucasin, while pSTAT3-negative tumors are treated with standard CRT.

**Figure 4:**
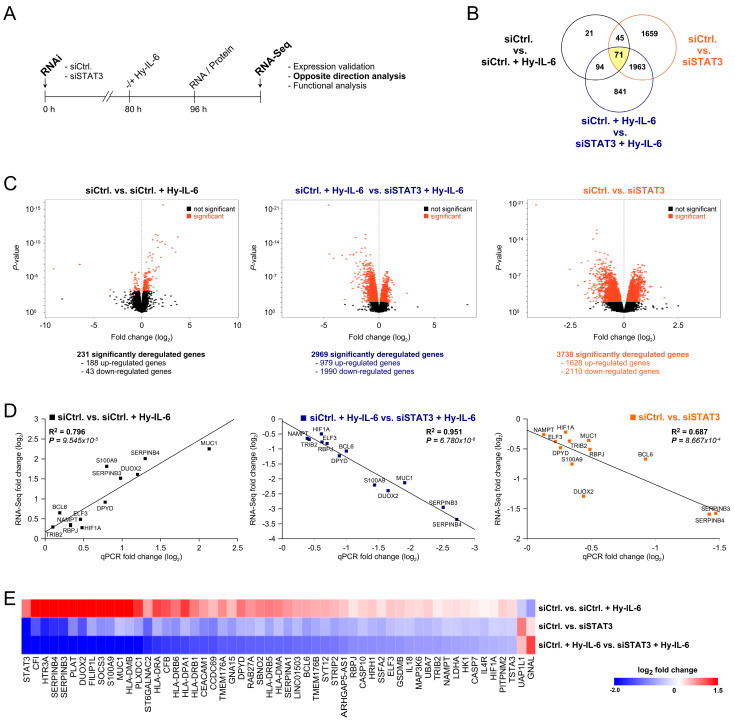
Target genes of the gp130/STAT3 axis. (**A**) RNA-Seq-based detection of STAT3 target genes in SW837 cells with basic or silenced STAT3 expression in the presence or absence of Hyper-IL-6. (**B**) Venn diagram of differentially expressed genes under indicated conditions (*n* = 3). RNA-Seq revealed 231 (siCtrl. vs. siCtrl. + Hy-IL-6, left panel), 2969 (siCtrl. + Hy-IL-6 vs. siSTAT3 + Hy-IL-6, middle panel), and 3738 (siCtrl. vs. siSTAT3, right panel) significant genes (FDR < 0.05), respectively. (**C**) Volcano plots depicting the number and distribution of differentially up- and down-regulated genes (FDR < 0.05, red dots). (**D**) Linear model analysis correlating mRNA fold changes elucidated by RNA-Seq with qPCR values. *p*-values were calculated using Pearson’s correlation. (**E**) Expression profiles of genes fulfilling the Opposite Direction Analysis criteria of being upregulated on stimulation with Hyper-IL-6, and downregulated on STAT3 inhibition, and vice versa (for further information, see Table S3).

**Figure 5:**
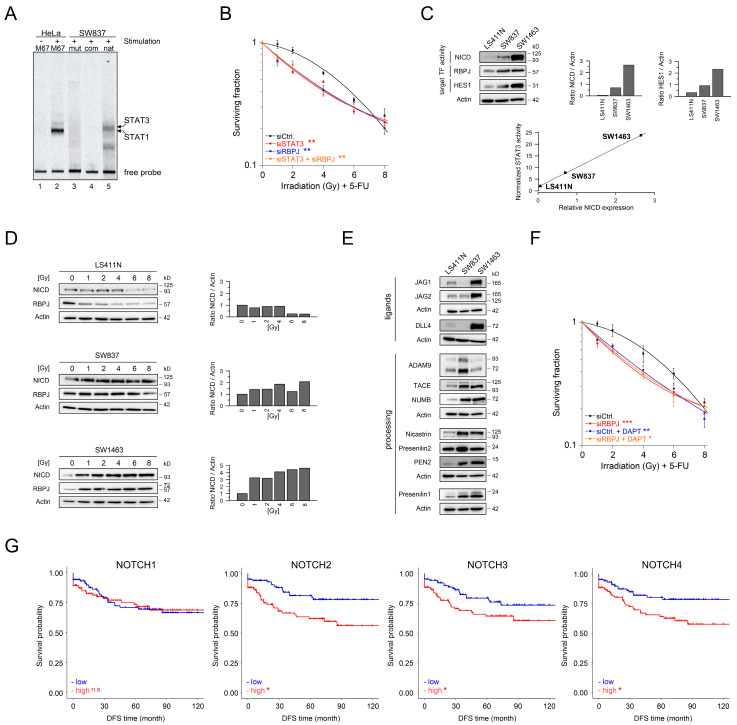
The gp130/STAT3 axis connects with the RBPJ/NOTCH pathway. (**A**) Binding of STAT proteins to [^33^P]-labeled oligonucleotides encompassing prototypic GAS (M67), a mutated GAS (mut) or the native GAS element (nat) from the *RBPJ* promotor, was analyzed by EMSA using extracts of unstimulated or IFN-γ-stimulated HeLa cells, or Hyper-IL-6-stimulated SW837 cells. The radioactively labeled M67 probe was outcompeted (com) by incubating lysates with an excess of unlabeled M67 probe. Labeling of STAT1 and 3 is based on their documented migration pattern in double-positive cells in which STAT3 can be distinguished from STAT1 by its slower electrophoretic mobility [36] (**B**) CFA of SW837 cells after RNAi against *STAT3* and *RBPJ*, either alone or in combination. (**C**) Expression analysis of NOTCH pathway components. (**D**) Immunoblotting of NICD and RBPJ presence following irradiation. (**E**) Expression analysis of γ-secretase complex and additional NOTCH pathway components. (**F**) CFA of SW837 cells after RNAi against *RBPJ* and after treatment with the γ-secretases inhibitor DAPT, either alone or in combination. (**G**) Survival curves of 207 rectal cancer patients who were treated with preoperative CRT. Survival data were plotted against pretherapeutic gene expression levels of *NOTCH1-4*, respectively. Data of CFA experiments presented as mean ± s.e.m. from at least *n* = 3 independent biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, two-way analysis of variance (ANOVA). For *p*-values see Table S1.

## Data Availability

RNA-Seq data are available at the Gene Expression Omnibus (GEO) repository under the accession number GSE139455.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/3/455/s1, Figure S1: Transcriptionally active STAT3 is required for CRT resistance, Figure S2: Inflammatory gp130/STAT3 signaling and the NOTCH/RBPJ pathway act in concert to block responsiveness to chemoradiotherapy, Figure S3: The Hyper-IL-6/STAT3 axis connects with the RBPJ/NOTCH pathway, Figure S4: Original immunoblotting images presented in the paper, Table S1: *p*-values of irradiation experiments and dual luciferase reporter assays (both in vitro), in vivo experiments, and patient survival data, Table S2: Pathway overrepresentation analysis identifies biologically annotated pathways using Gene Ontology terms, Table S3: Opposite direction analysis (ODA), Table S4: Oligonucleotide probes for electrophoretic mobility shift assay, Table S5: Clinical characteristics of rectal cancer patients, Table S6: *NOTCH1-4* gene expression in pretherapeutic biopsies of 207 rectal cancer patients, Supplementary Material and Methods.

# Supplementary material for: NOTCH Activation via gp130/STAT3 Signaling Confers Resistance to Chemoradiotherapy
**Source:** Cancers (Basel). 2021 Jan 26;13(3):455. doi: 10.3390/cancers13030455
**Supplement:** Supplementary file 1

*Supplementary Materials*

## **NOTCH activation via gp130/STAT3 signaling confers resistance to chemoradiotherapy**

**Kristin Koerdel, Melanie Spitzner, Thomas Meyer, Niklas Engels, Florian Krause, Jochen Gaedcke, Lena-Christin Conradi, Martin Haubrock, Tim Beißbarth, Andreas Leha, Steven A. Johnsen, B. Michael Ghadimi, Stefan Rose-John, Marian Grade and Jürgen Wienands**

Supplementary Figures and Figure Legends

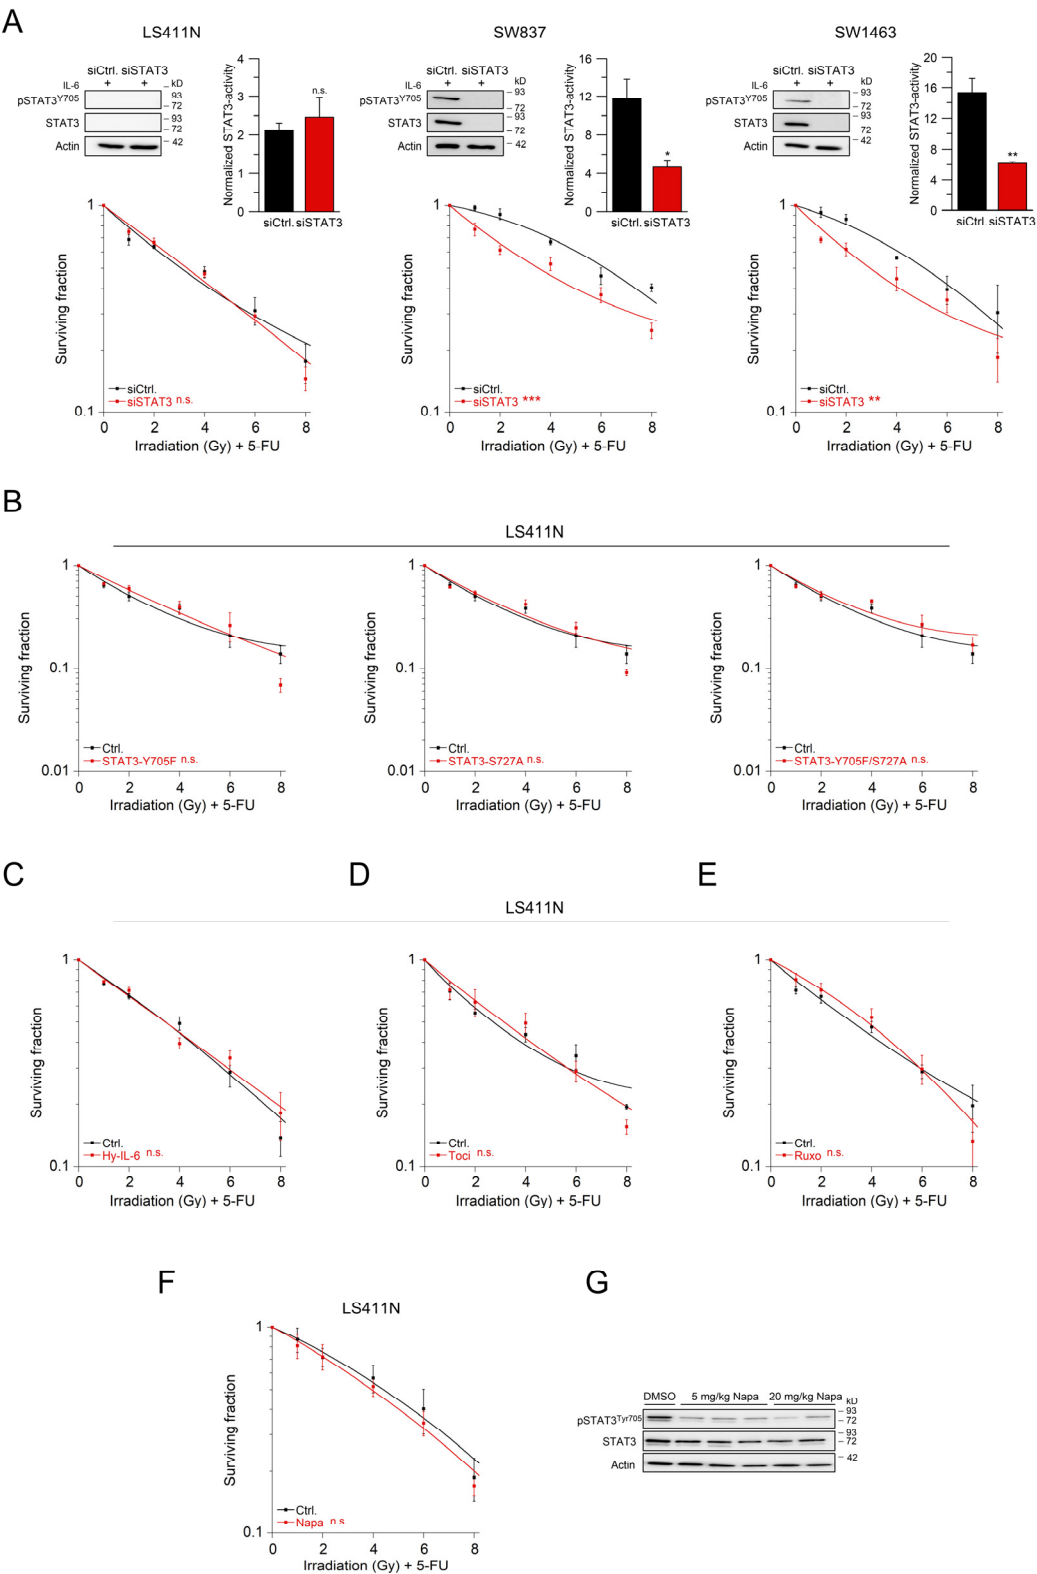

**Supplementary Fig. S1. Transcriptionally active STAT3 is required for CRT resistance.** (A) Indicated cell lines were treated with siRNA against STAT3 or control siRNA, and subsequently analyzed for inducible phosphorylation or expression of STAT3 by immunoblotting (upper left), or monitored for inducible STAT3 transcriptional activity (upper right), or were colony formation assay (CFA)-cultured to measure their survival following irradiation in the presence of 5-FU (lower graph). (B) STAT3-deficient LS411N cells were transfected with empty control vector (Ctrl.) or expression constructs encoding HA-tagged versions of STAT3 variants harboring the indicated amino acid exchanges. CFA survival of these transfectants after irradiation with the indicated doses (Gy) in the presence of 5-FU. (C-E) LS411N cells were left untreated or treated with (C) Hyper-IL-6 (Hy-IL-6), (D) tocilizumab (Toci), or (E) ruxolitinib (Ruxo), and analyzed for CFA survival after CRT. (F) LS411N cells were left untreated or treated with the STAT3 phosphorylation inhibitor napabucasin (Napa), and analyzed for their CFA survival after CRT. Data are presented as mean  $\pm$  s.e.m., from at least n=3 independent biological replicates. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , unpaired two-sample Student's *t*-test or two-way analysis of variance (ANOVA). For *P*-values see Table S1. (G) To establish effective concentrations for in vivo experiments, xenotransplanted tumors of SW1463 were either treated with DMSO, or with two different concentrations of napabucasin: 5 mg/kg and 20 mg/kg, respectively. After three weeks of treatment, tumor-bearing mice were sacrificed 1 hour after oral application of either DMSO or napabucasin, and Western blot analysis was performed to confirm inhibition of STAT3 phosphorylation.

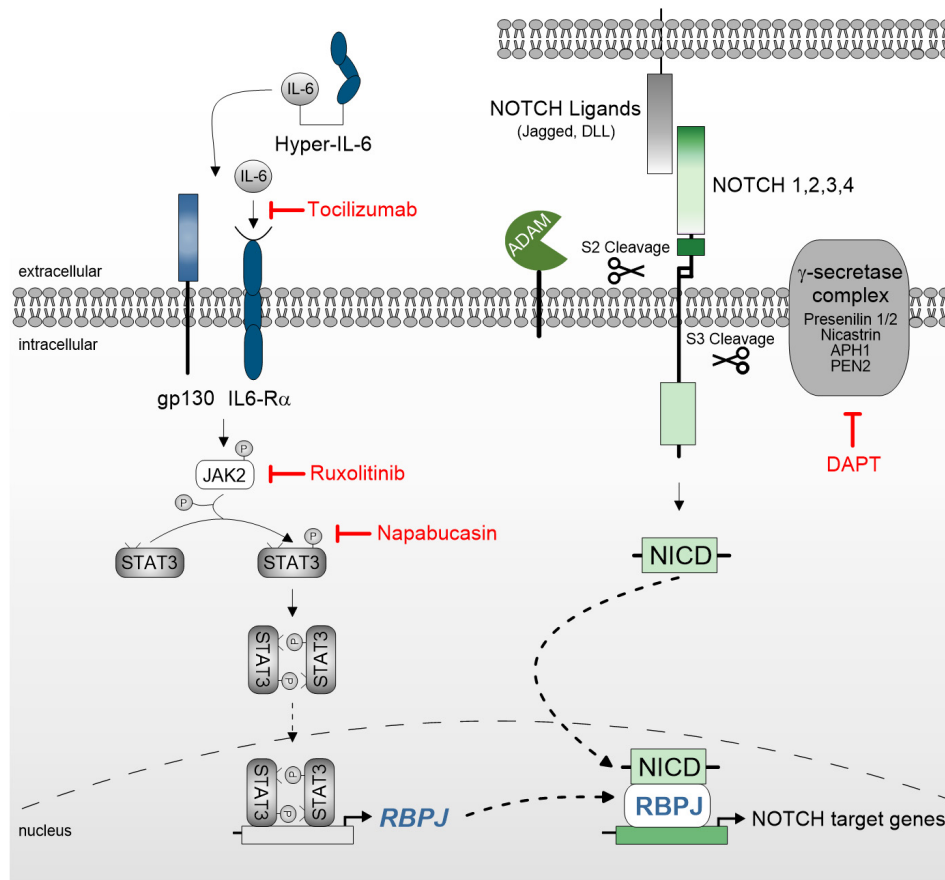

**Supplementary Fig. S2. Inflammatory gp130/STAT3 signaling and the NOTCH/RBPJ pathway act in concert to block responsiveness to chemoradiotherapy.** (left part) Ligated cytokine receptors of the gp130 family activate Janus tyrosine kinases (JAKs) to phosphorylate STAT3 that in turn dimerizes and translocates into the nucleus to regulate expression of STAT3 target genes by binding to specific docking sites called interferon-gamma activated sequence (GAS) [1-7]. Hyper-IL-6 represents a chimeric fusion protein encompassing IL-6 and the soluble IL-6 receptor chain [8]. (right part) Following ligation of NOTCH receptors on the cell surface by DELTA/Jagged ligands, NICD becomes proteolytically cleaved by ADAM family members ( $\gamma$ -secretase complex) and assembles with the transcription factor subunit RBPJ in the nucleus to drive expression of NOTCH target genes [9,10]. Pharmaceutical inhibitors used in this study are depicted in red.

Figure 1A

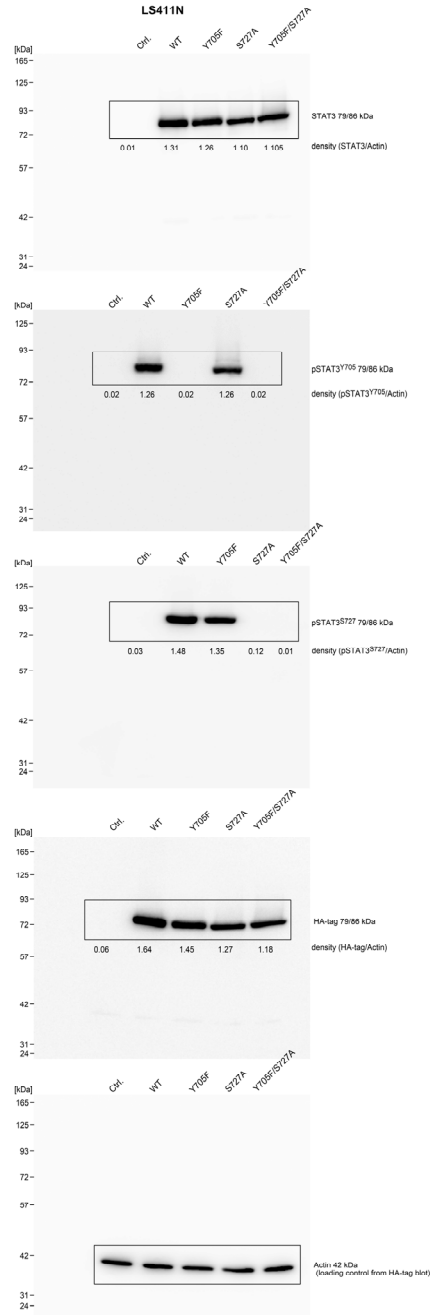

Figure 1B

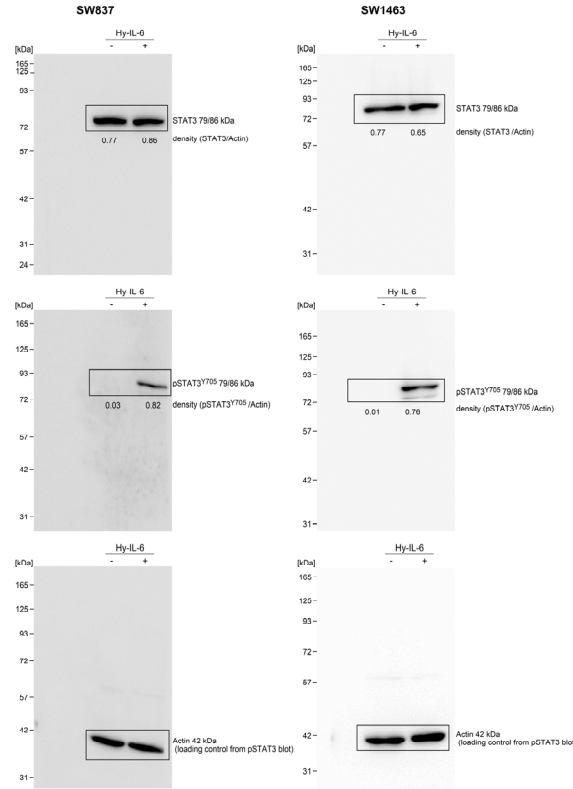

Figure 1C

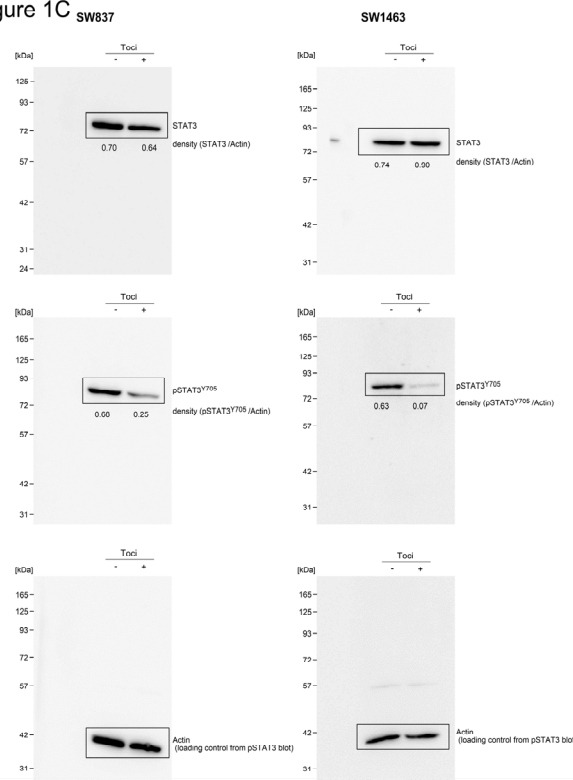

Figure 1D SW837

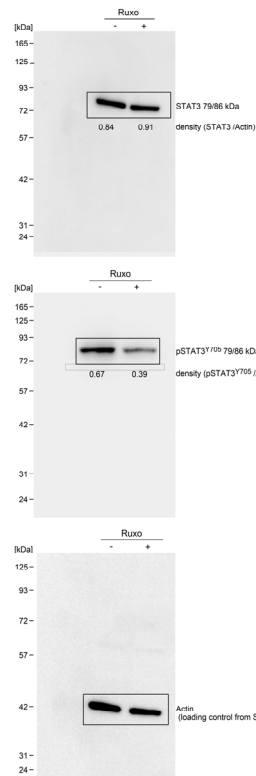

SW1463

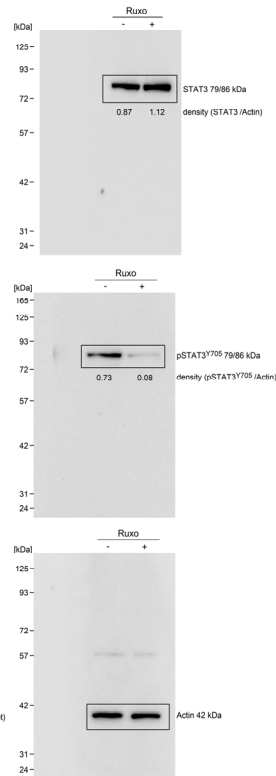

Figure 2A SW837

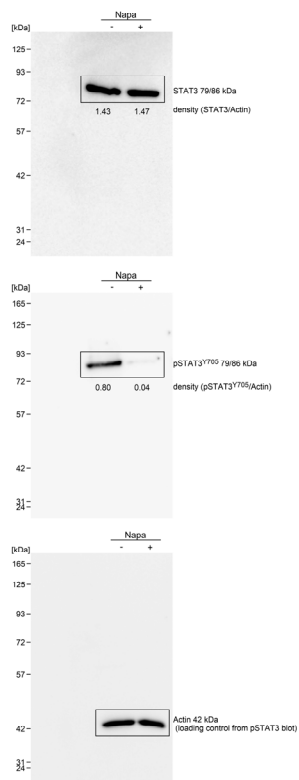

SW1463

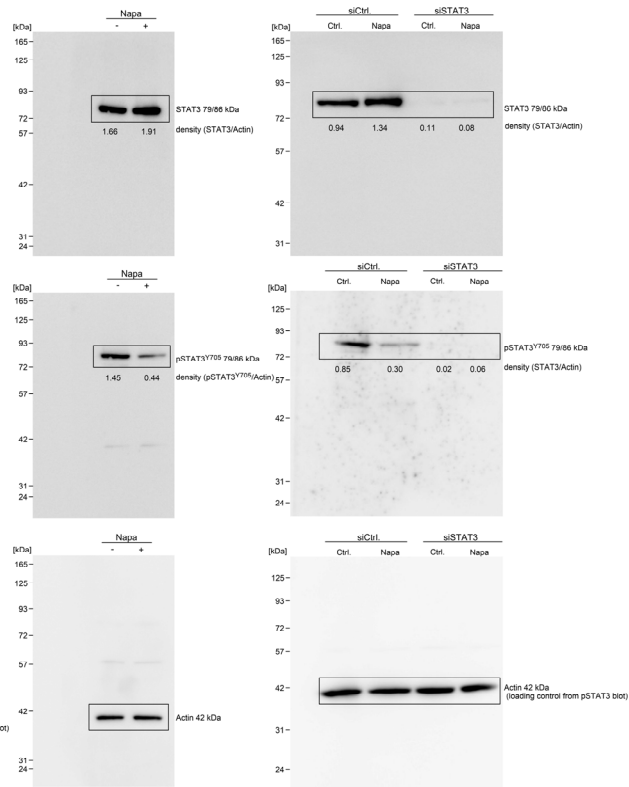

Figure 3A

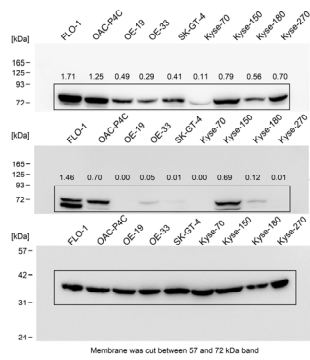

Figure 3B

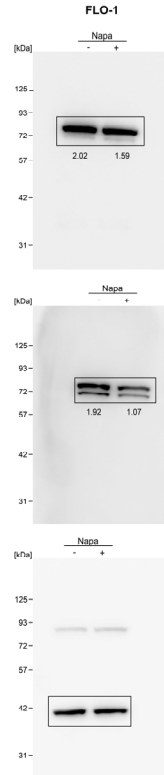

Figure 3C

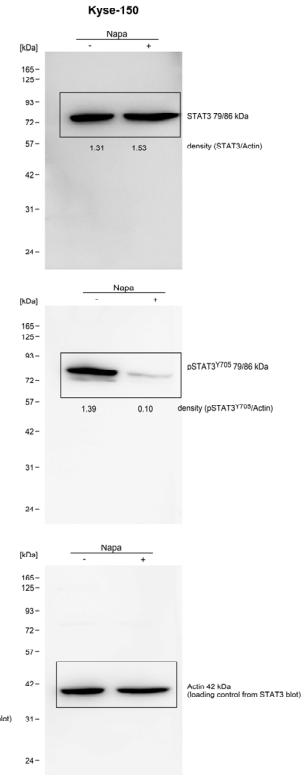

Figure 5C

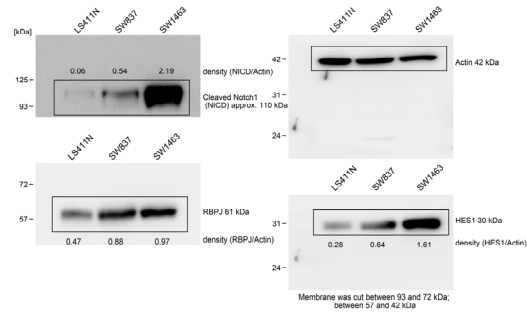

Figure 5D

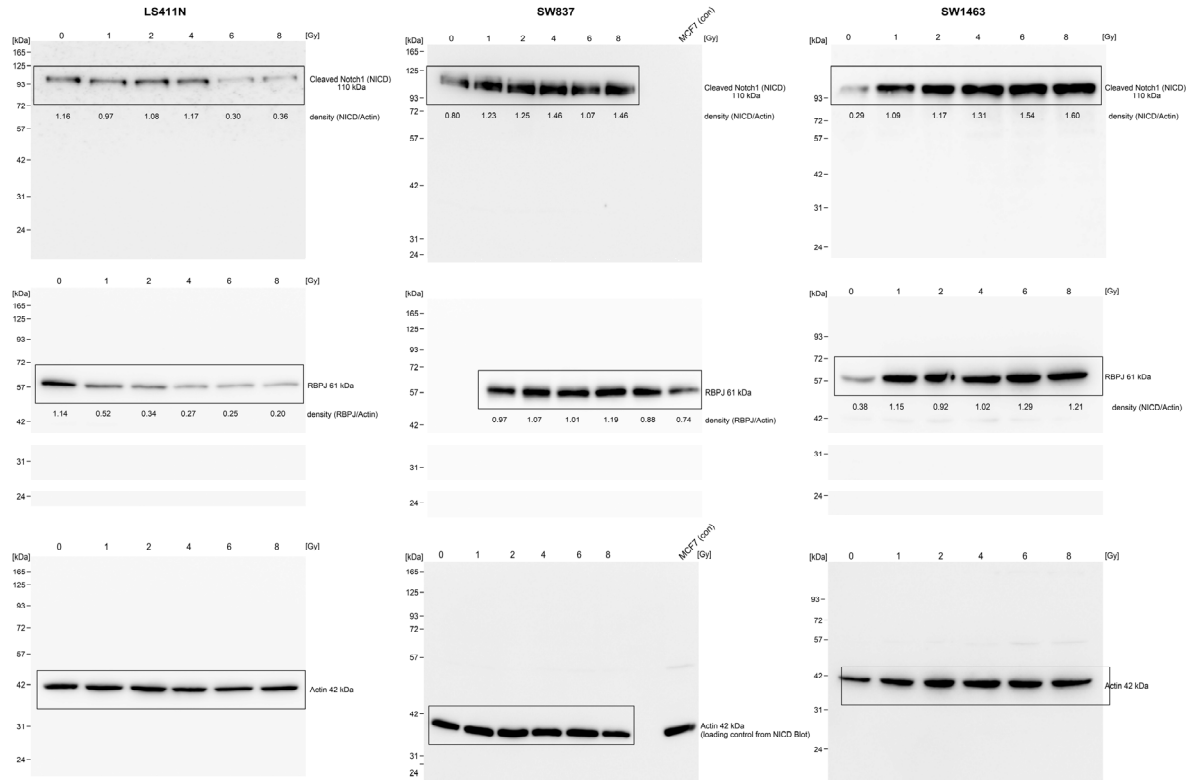

Figure 5E

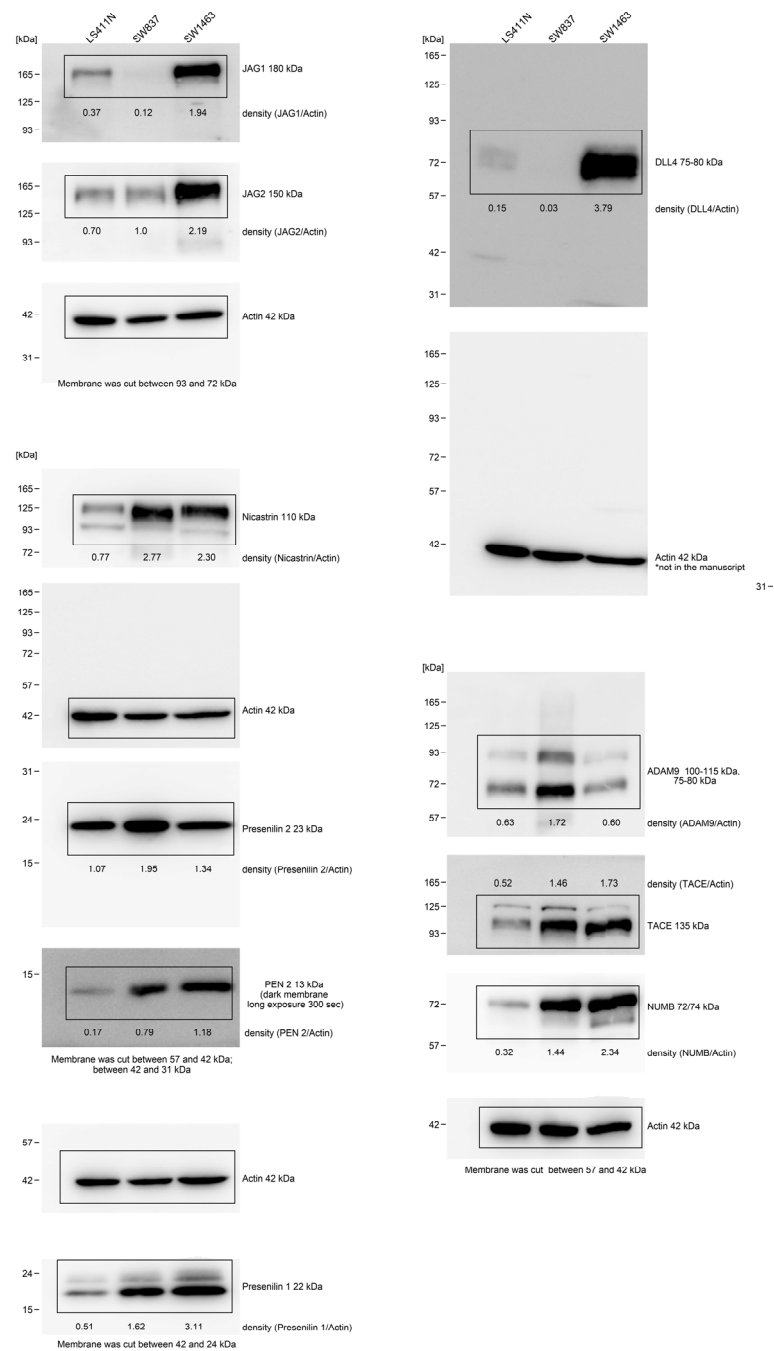

Figure S1A

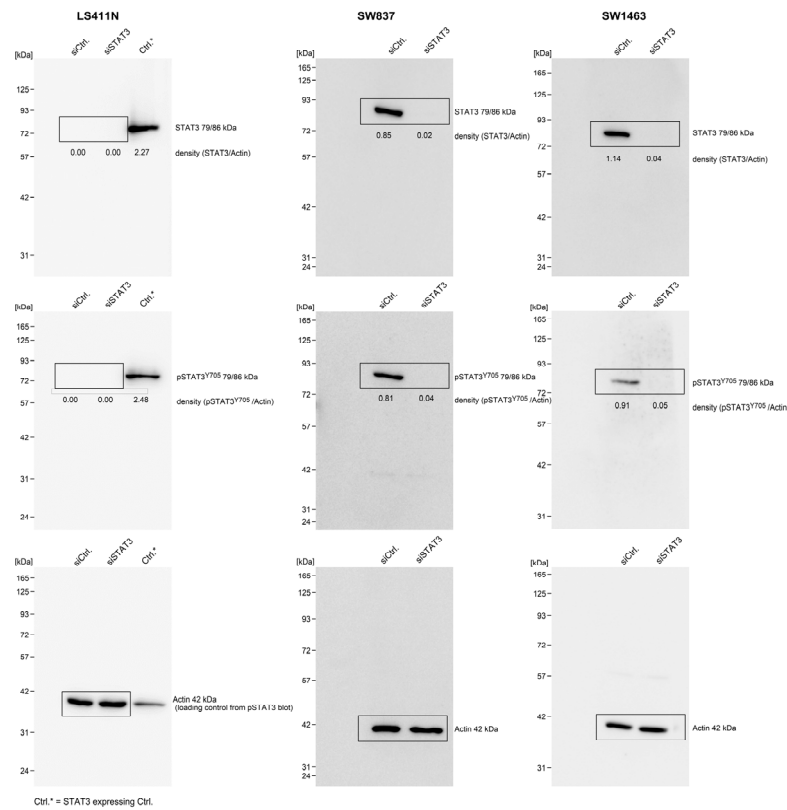

Figure S1G

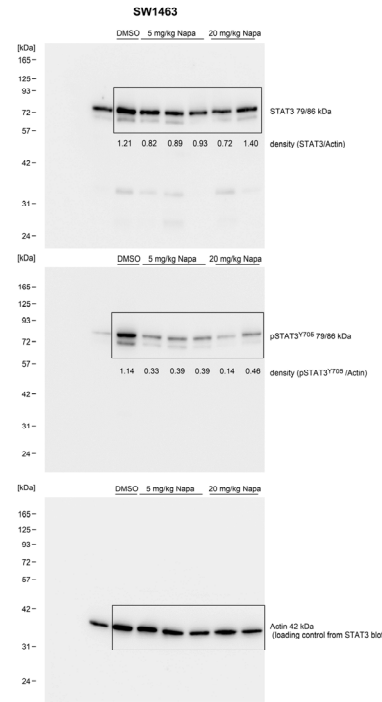

Figure S3A

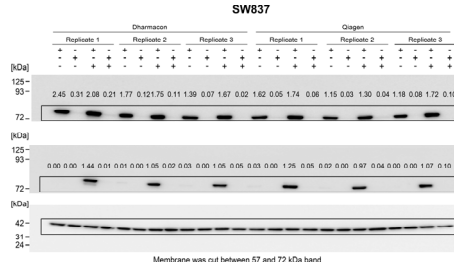

Figure S3C

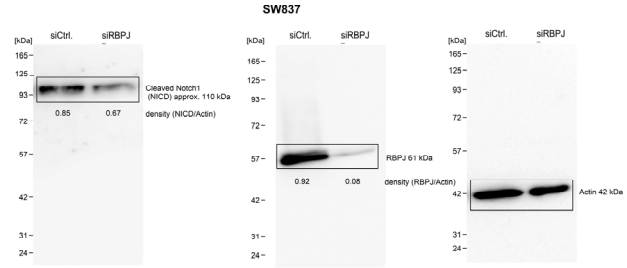

Supplementary Fig. S4. Original immunoblotting images presented in the paper.

## Supplementary Tables

**Supplementary Table S1. P-values of irradiation experiments and dual luciferase reporter assays (both in vitro), in vivo experiments, and patient survival data.**

  

\* two-way analysis of variance (ANOVA), † unpaired two-sample Students *t*-test, ‡ only radiotherapy, § mixed-effects analysis using Tukey's multiple comparisons test, ¶ Log-rank (Mantel-Cox) test, \* Cox proportional hazards model, CRT = chemoradiotherapy, DLR = dual luciferase reporter assay, WT = wild type, n.a. = not applicable; Hy-IL-6 = Hyper-IL-6, DSF = disease free survival

## Supplementary Table S2. Pathway overrepresentation analysis identifies biologically annotated pathways using Gene Ontology terms.

GO = Gene Ontology, NES = Normalized Enrichment Score, Hy-IL-6 = Hyper-IL-6

**Supplementary Table S3. Opposite direction analysis (ODA).** Fifty-five differentially regulated genes with an FDR < 0.05 were upregulated after pathway stimulation with Hy-IL-6 and, simultaneously but inversely, downregulated after STAT3 inhibition, and *vice versa*.

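Table S3 lists log2 fold changes of 55 genes in the 3 RNA-Seq comparisons, all of which are among the genes measured here (2 under newer symbols, ITPRID2 and GFUS). The list was chosen on these samples, so its direction here is not independent evidence. All 55 genes had the sign of the table in each comparison, 53 of them higher and 2 lower with Hyper-IL-6. The higher genes had median log2 fold changes of 0.61 with Hyper-IL-6, −0.49 with silencing alone and −1.06 with silencing under Hyper-IL-6. The table holds 6 genes of MHC class II and the pseudogene HLA-DRB6, among them HLA-DRB1 with log2 fold changes of 0.83, −0.60 and −1.26 in the order of the comparisons (adjusted p = 0.000212, 0.000596 and 1.27e-07, limma), the cytokine IL18 (0.41, −0.28 and −0.65), and LDHA, the glycolytic lactate dehydrogenase (0.36, −0.20 and −0.55). GNAL, a G protein subunit, was higher with silencing (0.61 alone and 0.75 under Hyper-IL-6), and its value with Hyper-IL-6 (−0.32, adjusted p = 0.241, limma) did not pass.
At an adjusted p under 0.05 in limma, 47 of the 55 were called with Hyper-IL-6, 52 with silencing alone, 55 with silencing under Hyper-IL-6 and 45 in all 3. The silencing effect of 26 of them differed between the siRNA suppliers. Across these genes the log2 fold changes correlated with those of the table at Pearson r = 0.987, 0.944 and 0.976, and genes are not independent replicates. All 3 calls were made for 28 genes without the supplier term, 24 with Dharmacon and 20 with Qiagen siRNAs alone, and 37 to 46 when 1 library was left out.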

ODA = opposite direction analysis, FDR = false discovery rate, Hy-IL-6 = Hyper-IL-6, FC = fold change

**Supplementary Table S4. Sequences for electrophoretic mobility shift assay**

bp = base pair, **red** = mutation site

**Supplementary Table S5. Clinical characteristics of rectal cancer patients.**

DSF = disease-free survival, UICC = Union International Contre le Cancer, ypUICC refers to histopathologic assessment of the resected specimens after completion of preoperative chemoradiotherapy.

**Supplementary Table S6. *NOTCH1-4* gene expression in pretherapeutic biopsies of 207 rectal cancer patients.**

---

## Supplementary Materials and Methods

### RNA interference

Transfections with siRNA were performed as described [11,12] with the following siRNA pools: negative control siRNA 1 (ON-TARGETplus Non-targeting Pool, Dharmacon Horizon Discovery, Cambridge, UK), or negative control siRNA 2 (AllStars Negative Control siRNA, Qiagen, Hilden, Germany), siSTAT3 or siRBPJ (ON-TARGETplus STAT3 siRNA, ON-TARGETplus RBPJ siRNA, Dharmacon).

### siRNA sequences

\* siRNA STAT3 (#7) and siSTAT3 (#8) were pooled for RNA-Seq experiments, bp = base pair, n.a. = not applicable

### Western blot analysis

Immunoblotting was performed as described [11]. For detection of phosphorylated STAT3, CRC cells were stimulated with either recombinant IL-6 (Biochrom, Germany) or Hyper-IL-6 (Hy-IL-6), esophageal cancer cells were left unstimulated, and lysed in Nonidet P-40 (NP-40) buffer. Following Bradford quantification, proteins were separated on 10% Bis-Tris PA gels and transferred to PVDF membrane (GE Healthcare, Little Chalfont, UK). Bound antibodies were detected with ImageQuant LAS 4000 mini CCD camera system (GE Healthcare). ImageJ software (version 1.52a, National Institutes of Health, USA) was used for quantification of protein band intensities. Original blot images and calculated band intensities are provided in Supplementary Figure S4.

## Antibodies for Western blot analysis

kD = kilo Dalton, n.a. = not applicable, NICD = Notch intracellular domain, NTM = Notch transmembrane and intracellular domain, FL = full-length, IgG = immunoglobulin G, HRP = horseradish peroxidase

## Dual luciferase reporter assay

Tumor cell lines were transfected (X-tremeGENE HP DNA Transfection Reagent, Roche; Amaxa Nucleofector II, Lonza) with Luciferase-reporter vectors (pGL4.14/pGL4.47/pRL, Promega; Cignal™ Pathway Reporter Kit, Qiagen) that either drive the constitutive expression of Renilla-Luciferase for normalization of transfection efficiency, or allow for expression of Firefly-Luciferase driven in the absence or presence of the STAT3 Transcriptional Response Element (Ctrl.-Luc or STAT3-Luc, respectively). Ctrl.-Luc allows for further normalization of STAT3-regulated expression of Firefly-Luciferase. The Renilla-Luciferase vector was co-transfected with either Ctrl.-Luc or STAT3-Luc into STAT3-wild-type or STAT3-mutant variants of LS411N cells, or SW1463 and SW837 cells that had been left untreated or pre-treated with napabucasin, tocilizumab or ruxolitinib (Selleckchem, Munich, Germany), or were genetically modified via RNAi.

Twenty-four hours after transfection, half of the cells were left untreated or stimulated with either 100 ng/ml IL-6 (LS411N and SW837) or 50 ng/ml IL-6 (SW1463) overnight, or with 20 ng/ml Hy-IL-6 for 16 hours overnight. Renilla and Firefly luciferase activities were measured using a microplate reader (Mithras LB940; Berthold Technologies, Bad Wildbad, Germany). Based on the Renilla-normalized values, the Hyper-IL-6-induced STAT3 activity of otherwise untreated cells was calculated as ratio of STAT3-Luc to Ctrl.-Luc ("Ratio STAT3-Luc/Ctrl.-Luc"). The specific STAT3 transcriptional reporter activities of siRNA-treated cells or cells treated with various inhibitors were calculated by further normalizing to Ctrl.-Luc values of untreated and treated cells resulting in the ratio termed "normalized STAT3 activity".

### **Electrophoretic mobility shift assay**

SW837 cells left untreated or stimulated for 30 min with Hy-IL-6 (20 ng/ml) and were lysed in cytoplasmic extraction buffer. Nuclei were isolated by centrifugation and incubated in 50 µl nuclear extraction buffer. After centrifugation at 16,000 g for 15 min and 4°C, the nuclear extracts were mixed with the same amount of cytoplasmic extracts from the same cells. As positive control for GAS binding, lysates of unstimulated or IFN-γ-(50 ng/ml, Biomol, Hamburg, Germany) stimulated HeLa cells were used. For testing of STAT3 binding to the GAS-like element in the RBPJ promotor region, we used [33P]-labeled duplex oligonucleotide probes with 5 bp T overhangs at their 5' end. 

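The native and the mutated RBPJ fragments of Table S4 are 22 bases long and read CGGGGGCTTCCGGGATCAGGCC and CGGGGGCCCTTGGTAGCAGGCC. They differ at 6 positions, T8C, T9C, C10T, C11T, G14T and T16G, counted from 1 at the 5′ end of the forward strand with the native base first. The reverse strand listed for the mutated fragment is not the exact complement of its forward strand. The stretch taken here as the GAS element, TTCCGGGAT, begins at position 8 of the fragment, so all 6 substitutions fall inside its 9 bases. The native fragment is found once in GRCh38, at the RBPJ locus on chromosome 4. In the EMSA, nuclear or whole-cell protein that binds the labeled fragment slows it in the gel, and a mutated fragment shows whether the bases of the element are needed for this.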

The sequences of the native and mutated RBPJ fragment and M67 are provided in Supplementary Table S4. The [33P]-labeled duplex oligonucleotides were generated by an end-filling reaction catalyzed by the Klenow fragment (New England Biolabs, Frankfurt am Main, Germany). Four µl of cellular extracts were incubated with 8 µl of EMSA reaction buffer containing 1 ng of the [33P]-labeled probes. For competition experiments, a 750-fold molar excess of unlabeled native RBPJ was added to the reaction and incubated for 15 min at room temperature. Following electrophoretic separation on 8% acrylamide:bisacrylamide gels (29:1), DNA-binding complexes were autoradiographically detected on vacuum-dried gels using the laser phosphorimaging system Typhoon FLA 9500 (GE Healthcare).

### **Screening STAT3 target genes by RNA-Seq and Opposite Direction Analysis**

STAT3 expression was silenced with siRNAs purchased from two different companies (Qiagen or Dharmacon) in separate approaches and using scrambled siRNA as negative control (siCtrl.), with three independent biological replicates either without further treatment or incubation with 20 ng/ml Hy-IL-6 for 16 hours. 

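With the Dharmacon siRNAs, STAT3 mRNA was 134 ± 10.9 CPM in siCtrl. cells (SD, n = 3) and 7.73 ± 0.725 CPM in siSTAT3 cells, and with the Qiagen siRNAs 155 ± 6.55 and 7.16 ± 0.794 CPM. Under Hyper-IL-6 it was 263 ± 18.1 and 11.0 ± 1.81 CPM with Dharmacon and 283 ± 11.9 and 8.82 ± 1.45 CPM with Qiagen siRNAs. As ratios of these mean CPM, 5.75% and 4.62% of STAT3 mRNA were left without stimulation and 4.16% and 3.12% with it. The silencing effect on the log2 scale differed between suppliers by −0.36 (adjusted p = 0.0163, limma).
Other genes responded to silencing with one supplier more than with the other. NOTCH3 changed by −1.46 with Dharmacon and −0.68 with Qiagen siRNAs, MKI67 by 0.68 and 1.21, and ANKRD1, a transcriptional cofactor, by 1.57 and 0.36. The lists of interferon-stimulated genes had medians of 0.078 with Dharmacon and −0.50 with Qiagen siRNAs after silencing alone, and of −0.025 and −0.59 under Hyper-IL-6. Across genes, the log2 fold changes of the suppliers correlated at r = 0.42 for silencing alone, 0.37 for silencing under Hyper-IL-6 and −0.035 for Hyper-IL-6 in siCtrl. cells.
In a limma model with separate groups for each supplier, silencing alone called 3349 genes with Dharmacon and 5779 with Qiagen siRNAs, and 1695 of the 2001 called with both had the same sign. Hyper-IL-6 in siCtrl. cells called 2505 and 304, and 134 of the 171 called with both had the same sign. The difference between suppliers in the silencing effect passed an adjusted p of 0.05 in limma for 4795 genes, 2409 higher and 2386 lower with Qiagen siRNAs. Of the 5453 genes called in either silencing comparison, 3373 did not pass this test. That does not show equal effects, since the test recovered 35.9% of simulated supplier differences of 0.5 on the log2 scale.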

The sequencing of total RNA samples was conducted at the NGS-Integrative Genomics Core Unit (NIG), University Medical Center Goettingen. Quality and integrity of RNA was assessed with the Fragment Analyzer from Advanced Analytical by using the standard sensitivity RNA Analysis Kit (DNF-471). All samples selected for sequencing exhibited an RNA integrity number > 8. RNA sequencing (RNA-Seq) libraries were generated using 500 ng mRNA of a non-stranded RNA, massively parallel mRNA sequencing approach from Illumina (TruSeq RNA Library Preparation Kit v2, Set A; 48 samples, 12 indexes, Cat. N°RS-122-2001). For accurate quantitation of cDNA libraries, prepared on automation (Beckman Coulter's Biomek FXP workstation), a fluorometric based system, the QuantiFluor™ dsDNA System from Promega was used. The size of final cDNA libraries was determined by using the dsDNA 905 Reagent Kit (Fragment Analyzer from Advanced Bioanalytical) exhibiting an average length of 300 bp. Libraries were pooled and sequenced on the Illumina HiSeq 4000 (Illumina, Inc., San Diego, CA, USA; SE; 1 × 50 bp; 30-35 Mio reads/sample). Sequence images were transformed with Illumina software BaseCaller to BCL files, which was demultiplexed to fastq files with bcl2fastq (version v2.17.1.14). RNA-Seq data were analyzed at the Core Facility, Medical Biometry and Statistical Bioinformatics, Department of Medical Statistics, University Medical Center Goettingen. Quality check was performed using FastQC [13] (version 0.11.5, Babraham Bioinformatics). Reads were aligned to the human reference genome (assembly GRCh38) using STAR [14] (version 2.5.2b). Multiqc [15] (version v1.6. dev0) was used to facilitate quality control on the input data as well as the alignment statistics. Transcript level quantifications were generated using the ensembl annotation (release 93) and the software RSEM [16] (version 1.2.19) to minimize multi-reads. The resulting quantifications have been translated to gene level abundance estimates using tximport [17] (version 1.12.3) to account for sample specific transcript usage and resulting sample specific average transcript lengths. Only fragments with at least three CPMs in at least three samples were retained for the differential expression and downstream analyses. edgeR [18] (version 3.26.6) was used to model gene expression with transfection kit and the experimental conditions: stimulation, knockdown, combined treatment (stimulation and knockdown) as factors. Analyses comparing treatment levels or RNAi-

mediated silencing vs. control were performed as contrast tests. The results were summarized in gene tables with effect size and significance annotation. Resulting *P*-values were adjusted for multiple testing using Benjamini-Hochberg (BH) to control for the false discovery rate (FDR). The number of differentially up- and down-regulated genes was calculated and depicted as volcano plots. Functional enrichment in GO biological processes was analyzed using clusterProfiler [19] (version 3.12.0). For GO biological processes an overrepresentation analysis (ORA) was performed. The results were reported in gene set tables with effect size and significance annotation. All analyses were performed in R [20] (version 3.4.0). Differentially expressed genes were identified for three conditions (siCtrl. vs. siCtrl. + Hy-IL-6; siCtrl. vs. siSTAT3; siCtrl. + Hy-IL-6 vs. siSTAT3 + Hy-IL-6) according to the FDR cut-off of 0.01. Venn diagram analysis was generated using the web-based tool <http://bioinformatics.psb.ugent.be/webtools/Venn/>. 

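At an adjusted p under 0.01 from limma, 137 genes were called with Hyper-IL-6 in siCtrl. cells (114 higher and 23 lower), 2870 with STAT3 silencing alone (1452 higher and 1418 lower) and 2041 with silencing under Hyper-IL-6 (866 higher and 1175 lower). In all 3 comparisons 39 genes were called, and 30 were higher with Hyper-IL-6 and lower with silencing or the reverse. STAT3, SOCS3, PLAT, SERPINB4, HLA-DRA and BCL6 passed this threshold in each comparison. HIF1A (adjusted p = 0.0167 with silencing alone), DPYD (0.0209), ELF3 (0.0111) and S100A9 (0.0176) passed it only with Hyper-IL-6 and with silencing under Hyper-IL-6.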

Opposite Direction analysis (ODA) identified genes that were significantly upregulated (FDR cut-off 0.01) upon Hy-IL-6 stimulation of cells and, inversely, downregulated upon STAT3 silencing. A heatmap of ODA genes was generated using Morpheus (<https://software.broadinstitute.org/morpheus>). The sequencing data and abundance measurement files have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE139455. Semi quantitative RT-PCR analysis on total RNA samples was performed using the SensiFAST™ SYBR® No-ROX One-step Kit (Bioline, Memphis, TN) on a BIO-RAD CFX384™ Real-Time PCR Detection System (BIO-RAD, Hercules, CA) as described [11]. The medians of the resulting cycle threshold (Ct) values were normalized to the housekeeping gene *HPRT1* and relative gene expression changes were calculated according to the  $2^{-\Delta\Delta CT}$  algorithm [21].

### Patients, Gene Expression Profiling and Survival Analysis

Pretherapeutic biopsies were obtained from 207 patients with locally advanced rectal cancer. All patients were treated with preoperative chemoradiotherapy, either within or according to the CAO/ARO/AIO-94 and -4 trials [22,23]. This project was conducted by the Clinical Research Unit 179 (KFO179), approved by the Ethics Committee of the University Medical Center Goettingen, and with informed consent obtained from all patients. The patients' characteristics were exported from our internal database (SecuTrial, iAS, Berlin, Germany), and are displayed in Supplementary Table S5.

Similarly, the expression levels of *NOTCH1-4* were extracted and listed in Supplementary Table S6. For correlation of gene expression data with clinical parameters, Kaplan-Meier curves displaying disease-free survival (DFS) were generated. Patients were grouped according to gene expression levels above or below the median expression of a particular mRNA. Survival rates were determined using the R package survival, computed by means of the Kaplan-Meier analysis and tested using the Cox proportional hazards model. Disease-free survival was defined as the time from surgery until detection of locoregional or distant recurrence.

### Mice

Animal experiments were approved by the German Animal Welfare Act (reference number: 33.9-42502-4-17/2383). Athymic nude Naval Medical Research Institute (NMRI) Foxn1nu/Foxn1nu mice were obtained from Janvier (Janvier-Labs, Le Genest-Saint-Isle, France), respectively. For xenograft transplantation, 2x10<sup>6</sup> SW1463 cells were subcutaneously injected into the right flank. Experiments started when the tumor reached a volume of about 150 mm<sup>3</sup>. For CRT/napabucasin treatment, mice were randomly separated into four different groups: DMSO (n=15), napabucasin (n=15), DMSO + CRT (n=14), and napabucasin + CRT (n=13). The treatment protocol recapitulated clinical conditions described in [11], i.e., fractionated doses of chemotherapy and irradiation, and included intraperitoneal injections of 5-FU (50 mg/kg) and oral application of either DMSO or napabucasin (5 mg/kg), one hour before irradiation with 1.8 Gy (Gulmay,

70 kV, 25 mA and with 0.5 mm Al filtration) for 14 days (total dose of 25.2 Gy). Body weight and tumor volume (volume = (width<sup>2</sup> x length) / 2) were measured thrice weekly. According to the legal termination criterion, mice were sacrificed after tumor volume reached approximately 1,500 mm<sup>3</sup>.

## References for Supplementary Information

1. Decker, T.; Kovarik, P.; Meinke, A. GAS elements: a few nucleotides with a major impact on cytokine-induced gene expression. *J Interferon Cytokine Res* **1997**, *17*, 121-134, doi:10.1089/jir.1997.17.121.
2. Garbers, C.; Aparicio-Siegmund, S.; Rose-John, S. The IL-6/gp130/STAT3 signaling axis: recent advances towards specific inhibition. *Curr Opin Immunol* **2015**, *34*, 75-82, doi:10.1016/j.coi.2015.02.008.
3. Huynh, J.; Chand, A.; Gough, D.; Ernst, M. Therapeutically exploiting STAT3 activity in cancer - using tissue repair as a road map. *Nat Rev Cancer* **2019**, *19*, 82-96, doi:10.1038/s41568-018-0090-8.
4. Johnson, D.E.; O'Keefe, R.A.; Grandis, J.R. Targeting the IL-6/JAK/STAT3 signalling axis in cancer. *Nat Rev Clin Oncol* **2018**, *15*, 234-248, doi:10.1038/nrclinonc.2018.8.
5. Jones, S.A.; Jenkins, B.J. Recent insights into targeting the IL-6 cytokine family in inflammatory diseases and cancer. *Nat Rev Immunol* **2018**, *18*, 773-789, doi:10.1038/s41577-018-0066-7.
6. Kang, S.; Narazaki, M.; Metwally, H.; Kishimoto, T. Historical overview of the interleukin-6 family cytokine. *J Exp Med* **2020**, *217*, doi:10.1084/jem.20190347.
7. Yu, H.; Lee, H.; Herrmann, A.; Buettner, R.; Jove, R. Revisiting STAT3 signalling in cancer: new and unexpected biological functions. *Nat Rev Cancer* **2014**, *14*, 736-746, doi:10.1038/nrc3818.
8. Fischer, M.; Goldschmitt, J.; Peschel, C.; Brakenhoff, J.P.; Kallen, K.J.; Wollmer, A.; Grotzinger, J.; Rose-John, S. I. A bioactive designer cytokine for human hematopoietic progenitor cell expansion. *Nat Biotechnol* **1997**, *15*, 142-145, doi:10.1038/nbt0297-142.
9. Kopan, R.; Ilgan, M.X. The canonical Notch signaling pathway: unfolding the activation mechanism. *Cell* **2009**, *137*, 216-233, doi:10.1016/j.cell.2009.03.045.
10. Ntziachristos, P.; Lim, J.S.; Sage, J.; Aifantis, I. From fly wings to targeted cancer therapies: a centennial for notch signaling. *Cancer Cell* **2014**, *25*, 318-334, doi:10.1016/j.ccr.2014.02.018.
11. Spitzner, M.; Roesler, B.; Bielfeld, C.; Emons, G.; Gaedcke, J.; Wolff, H.A.; Rave-Frank, M.; Kramer, F.; Beissbarth, T.; Kitz, J., et al. STAT3 inhibition sensitizes colorectal cancer to chemoradiotherapy in vitro and in vivo. *Int J Cancer* **2014**, *134*, 997-1007, doi:10.1002/ijc.28429.
12. Grade, M.; Hummon, A.B.; Camps, J.; Emons, G.; Spitzner, M.; Gaedcke, J.; Hoermann, P.; Ebner, R.; Becker, H.; Difilippantonio, M.J., et al. A genomic strategy for the functional validation of colorectal cancer genes identifies potential therapeutic targets. *Int J Cancer* **2011**, *128*, 1069-1079, doi:10.1002/ijc.25453.
13. Andrews, S. FastQC A Quality Control Tool for High Throughput Sequence Data. Available online: <https://github.com/s-andrews/FastQC> (accessed on

14. Dobin, A.; Davis, C.A.; Schlesinger, F.; Drenkow, J.; Zaleski, C.; Jha, S.; Batut, P.; Chaisson, M.; Gingeras, T.R. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **2013**, *29*, 15-21, doi:10.1093/bioinformatics/bts635.
15. Ewels, P.; Magnusson, M.; Lundin, S.; Kaller, M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* **2016**, *32*, 3047-3048, doi:10.1093/bioinformatics/btw354.
16. Li, B.; Dewey, C.N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **2011**, *12*, 323, doi:10.1186/1471-2105-12-323.
17. Sonesson, C.; Love, M.I.; Robinson, M.D. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res* **2015**, *4*, 1521, doi:10.12688/f1000research.7563.2.
18. Robinson, M.D.; McCarthy, D.J.; Smyth, G.K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **2010**, *26*, 139-140, doi:10.1093/bioinformatics/btp616.
19. Yu, G.; Wang, L.G.; Han, Y.; He, Q.Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* **2012**, *16*, 284-287, doi:10.1089/omi.2011.0118.
20. Team, R.C. R: A Language and Environment for Statistical Computing. Available online: <https://www.R-project.org/> (accessed on 10/10/2019).
21. Livak, K.J.; Schmittgen, T.D. Analysis of relative gene expression data using real-time quantitative PCR and the 2<sup>-</sup>( $\Delta\Delta C_T$ ) Method. *Methods* **2001**, *25*, 402-408, doi:10.1006/meth.2001.1262.
22. Sauer, R.; Becker, H.; Hohenberger, W.; Rodel, C.; Wittekind, C.; Fietkau, R.; Martus, P.; Tschmelitsch, J.; Hager, E.; Hess, C.F., et al. Preoperative versus postoperative chemoradiotherapy for rectal cancer. *N Engl J Med* **2004**, *351*, 1731-1740, doi:10.1056/NEJMoa040694.
23. Rodel, C.; Liersch, T.; Becker, H.; Fietkau, R.; Hohenberger, W.; Hothorn, T.; Graeven, U.; Arnold, D.; Lang-Welzenbach, M.; Raab, H.R., et al. Preoperative chemoradiotherapy and postoperative chemotherapy with fluorouracil and oxaliplatin versus fluorouracil alone in locally advanced rectal cancer: initial results of the German CAO/ARO/AIO-4 randomised phase 3 trial. *Lancet Oncol* **2012**, *13*, 679-687, doi:10.1016/S1470-2045(12)70187-0.

How the deposited data were processed for this re-analysis (not part of the article)

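RNA-Seq was analysed of 24 libraries of SW837 cells, 6 for each of siCtrl., siCtrl. + Hy-IL-6, siSTAT3 and siSTAT3 + Hy-IL-6, with 3 independent biological replicates per siRNA supplier (Dharmacon and Qiagen). The authors demultiplexed the reads with bcl2fastq v2.17.1.14 (the submitters' processing notes also name CASAVA), checked them with FastQC 0.11.5 and MultiQC v1.6.dev0, aligned them to GRCh38 with STAR 2.5.2b, quantified transcripts with RSEM 1.2.19 on Ensembl 93, brought them to gene level with tximport 1.12.3, kept genes with at least 3 CPM in at least 3 samples and tested them with edgeR 3.26.6, with clusterProfiler 3.12.0 for enrichment. The deposited values are CPM, and each column sums to 1000000.
Each value is a multiple of a step of 0.01 estimated counts in its library, so the estimated counts of RSEM and the depths could be worked back, but only 46.1% to 50.6% of them are whole numbers within 0.005. They are not whole reads, so no test that needs whole counts was run on them, and only the voom alternative used them. The table holds 13238 genes, of which 13170 identifiers matched a symbol in GENCODE 44, a later annotation than the authors', and 68 did not. Sequencing depth was 26301798 to 44884424 estimated counts per library, with a median of 31559438 for Dharmacon and 37155064 for Qiagen libraries. Mitochondrially encoded genes took 1.81% to 3.02% of CPM and the 10 most abundant genes 5.53% to 7.11%.
From the deposited CPM, log2(CPM + 0.5) was fitted in limma 3.58.1 (R 4.3.3) with moderated variances that follow the mean expression, a mean for each condition and an additive term for the siRNA supplier. Comparisons were siCtrl. + Hy-IL-6 with siCtrl., siSTAT3 with siCtrl., siSTAT3 + Hy-IL-6 with siCtrl. + Hy-IL-6, siSTAT3 + Hy-IL-6 with siSTAT3, the interaction of both factors and the difference of the silencing effect between suppliers. Every adjusted p of a gene is limma's, with Benjamini-Hochberg adjustment over 13238 genes and a threshold of 0.05.
30 gene lists were fixed, and the 27 with at least 5 measured members were tested with camera at a preset correlation of 0.01, with adjustment over 135 tests. An estimated correlation and fry were the alternatives. Genes named are those of Table S3, those the paper names for the RNA-Seq and as NOTCH pathway targets (the values of Table S3 had been seen), the 10 largest rises and falls per comparison that passed the test at a mean of at least 3 CPM with 1 sign with both suppliers, and up to 4 members per list with the smallest adjusted p. DLL4 and NOTCH4 are not among the tested genes. Lists, comparisons, this rule and the alternatives were chosen before the data were examined, apart from voom, the term for supplier and stimulation, and that term with the replicate block.
Same-numbered libraries of siCtrl. and siCtrl. + Hy-IL-6 deviated together from their group means in all 6 pairs (r = 0.183 to 0.271 across genes, bound 0.1), each correlating best with its own number, so the blocked count is given beside that comparison. Replicates were compared by a chi-square test over genes, and none differed by as little as sampling noise. Qiagen siSTAT3 + Hy-IL-6 replicate 1 lay farthest from its replicates, at 67.3 and 59.7 per gene, and the fits without it are part of the alternatives.
The fits of single genes were tested on simulated data with 200 changed genes. For Hyper-IL-6 in siCtrl. cells the fit recovered 67.3% of changes of 0.5, 97.3% of changes of 1 and 100% of changes of 2 on the log2 scale. For the supplier difference in silencing it recovered 35.9%, 85.3% and 100% of changes of these sizes. The list test was run on 1 shifted list of 30 genes, and the seed test on shuffled values shifted by −0.15 at genes with 1 seed site. The simulated noise was independent between genes, so camera's preset correlation was not tested on correlated lists.
Seed sites (7 bases, guide bases 2 to 8) were searched in the 3′ UTRs of 11867 of the genes, and the EMSA probe in GRCh38, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9. The siRNA sequences listed under STAT3 that match RBPJ and not STAT3 were left out of this search. qPCR, protein, EMSA, viability and patient data were not analysed here, and single results of some genes are not reported here.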

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

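Written after the results were seen were the tests of silencing of different strength and of the Hy-IL-6 response that differs between suppliers. The other tests were set before.
The effect of STAT3 silencing differed between the Dharmacon and Qiagen siRNAs for 4795 genes in limma. In 100 splits of the libraries only the real one gave as many (1 of 100, highest other 2656). Each of these splits regroups control and silenced libraries, so it takes away the silencing effect along with the supplier difference. They therefore cannot exclude chance for the supplier difference alone. Against a common effect of different strength, only 39.9% of the 4795 genes (1914) had the same sign with both suppliers. With silencing alone, genes called with 1 supplier had log2 fold changes that correlated at r = 0.265 between suppliers (95% interval 0.239 to 0.290). In simulations of 1 shared effect, r was 0.591 to 0.692. The interval and the simulations take genes as independent, which they are not. The shared effect was simulated from the mean of both suppliers, noise included, which can raise the simulated r. Genes with a 3′ UTR site for a Qiagen STAT3 siRNA seed were lower with Qiagen (mean difference −0.036, as low in 0.01% of 10000 random sets of words). Those with a Dharmacon seed site were higher (0.066, as high in 0.04%). By single seed this rested on 1 of 2 Qiagen seeds (GAATTCA, −0.15; TATATAA 0.015, as low in 7.03%) and 1 of 4 Dharmacon seeds (CTGCATT, 0.13), with the other 3 at 0.024 to 0.029 (as high in 8.73% to 16.9%). Sites for the Qiagen control siRNA seed had a mean difference of 0.036 (as high in 6.76%), and those for the Dharmacon control seeds 0.024 (as low in 84.8%). Seed-matched silencing of other transcripts by the STAT3 siRNAs is thus a candidate explanation for part of the supplier difference. Other differences between the suppliers' libraries stay open.
The response to Hyper-IL-6 differed between suppliers for 1265 genes in siCtrl. and 366 genes in siSTAT3 cells. Across genes, this difference correlated at r = 0.790 between siCtrl. and siSTAT3 cells, which share no library. That argues against a STAT3-dependent response of different size, and is consistent with a shift shared by all libraries of 1 supplier and stimulation, such as handling. A response to the cytokine that does not need STAT3 and differs by supplier was not separated from this. In the running numbers of the sample titles, stimulated and unstimulated Dharmacon libraries form separate blocks. The Qiagen libraries lie between them in 1 unbroken run. What these numbers stand for is not stated, and for Dharmacon stimulation and number block cannot be told apart.
The interaction of Hyper-IL-6 and silencing called 55 genes. As many were called by 2 of 100 splits, the real one included, under the 0.05 set before. The other of them called 188 genes, which may come from a structure of the samples that was not tested. Each split regroups the stimulated and unstimulated libraries, so it takes away the Hyper-IL-6 response along with the interaction. The splits therefore cannot exclude chance for the interaction alone. CFI in siSTAT3 + Hy-IL-6 cells had a library apart from the others, Qiagen siSTAT3 + Hy-IL-6 replicate 1 at 0.123 CPM against 0.306 CPM for the nearest (gap over range 0.664), 1 of 56 groups tested, where chance gives about 1 in 20.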

How the results depend on the processing

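Chosen after the data were seen were voom, the term for supplier and stimulation (alone and with the replicate block). In limma, the number of genes called moved by more than 1.5 times as follows, and the cause was not tested. With a mean CPM of at least 10, the interaction of Hy-IL-6 and STAT3 silencing called 16 genes and the opposite direction genes numbered 48, over fewer genes. Without the supplier term the Hy-IL-6 response in siCtrl cells held 160, the interaction 21, the genes called in all 3 comparisons 53 and the opposite direction analysis 39. With the replicate block these were 549, 103, 189 and 117. With Dharmacon alone they were 2471, 10, 308 and 198, with 428 for the Hy-IL-6 response in siSTAT3 cells, and with Qiagen alone 142, 19, 60 and 47. With only the 12 libraries compared, Hyper-IL-6 called 851, all 3 comparisons 212 and the opposite direction analysis 132. At an adjusted p under 0.01 the counts were 137 for Hyper-IL-6, 2870 for STAT3 silencing without stimulation, 2041 for STAT3 silencing under Hy-IL-6, 18 for the interaction, 39 in all 3, 30 opposite and 3061 for the supplier difference. With the supplier and stimulation term Hyper-IL-6 called 2080 in siCtrl. and 729 in siSTAT3 cells, all 3 comparisons 390 and the opposite direction analysis 173, and with the block added 2812, 1172, 681 and 270, with 132 for the interaction. Of 135 tests of gene lists 75 passed camera, 9 with an estimated correlation and 44 with fry.
When 1 library was left out, Hyper-IL-6 in siCtrl. cells called 220 to 409, silencing 3865 to 4829 without and 2774 to 3596 with stimulation, Hyper-IL-6 in siSTAT3 cells 0 to 1, the interaction 29 to 60, all 3 comparisons 72 to 139, the opposite direction analysis 53 to 81, the supplier difference 4301 to 5530 and the lists 63 to 76. Every count stayed within 1.5 times in these fits, except that 1 gene was called with Hyper-IL-6 in siSTAT3 cells without Qiagen siSTAT3 + Hy-IL-6 replicate 3, and that the interaction fell below this range in 16 fits, with 29 and 30 without Dharmacon siCtrl. replicate 1 or 3, 31 without Dharmacon siCtrl. + Hy-IL-6 replicate 2, 35, 30, 36 without Qiagen siCtrl. replicate 1 or 2 or 3, 29 and 29 without Qiagen siCtrl. + Hy-IL-6 replicate 1 or 2, 34 without Dharmacon siSTAT3 replicate 3, 35 and 35 without Dharmacon siSTAT3 + Hy-IL-6 replicate 2 or 3, 36 and 29 without Qiagen siSTAT3 replicate 1 or 2, 33, 34, 35 without Qiagen siSTAT3 + Hy-IL-6 replicate 1 or 2 or 3. The direction of the test reversed only for 1 gene and for the lists named here, given with the value or median then found. With Dharmacon alone, NOTCH2 was −0.0075 with silencing under Hyper-IL-6, the median of mitochondrially encoded genes was −0.18 with Hyper-IL-6 in siCtrl. cells, 0.020 in siSTAT3 cells and 0.20 in the interaction, and that of interferon-stimulated genes 0.078 with silencing alone. With Qiagen alone, ribosomal proteins were −0.018 and siRNA machinery −0.17 with Hyper-IL-6 in siCtrl. cells, ribosomal proteins 0.077 in the interaction, and NOTCH targets 0.040 in siCtrl. and 0.19 in siSTAT3 cells. Mitochondrially encoded genes were 0.031 with the supplier and stimulation term, with or without the block.
Of 327 gene results, 326 kept their call with median-ratio rescaling, 323 with a pseudocount of 0.1, 326 with 1, 324 without the variance trend, 320 with voom, 287 without the supplier term, 258 with Dharmacon and 265 with Qiagen alone, and 7564 of 7848 when 1 library was left out. Dropping the low-value filter removed no gene and tests nothing. With the 12 libraries alone there is no fit of the interaction or the supplier difference, and with 1 supplier or the supplier and stimulation term none of the supplier difference. Rescaling moved no share of higher calls by more than 10 points.
Only for Hyper-IL-6 in siCtrl. cells did all 6 same-numbered pairs pass the bound of 0.1. The others were silencing without stimulation, silencing under Hyper-IL-6 and Hyper-IL-6 in siSTAT3 cells. There, in this order, 4, 5 and 5 of 6 libraries correlated best with their own number. The r of same-numbered pairs ran from −0.231 to 0.379, −0.174 to 0.542 and −0.223 to 0.619. Pairing was thus partial there and is not ruled out. With the replicate block 318 of 327 gene results kept their call. In 100 splits only the real one called as many genes for Hyper-IL-6 in siCtrl. cells (321, highest other 230). The same held for silencing (4578, 1861) and silencing under Hyper-IL-6 (3422, 1738). The lowest share that 100 splits can give is 1 of 100, so chance is made unlikely and not excluded. For Hyper-IL-6 in siSTAT3 cells, where 0 genes were called, all 100 of 100 splits give as many by construction (highest other 74), so they decide nothing. Among 32 splits that part the pairs of siCtrl. cells the highest other count was 230, from the split of supplier against supplier, and 427 against 549 with the block. At 26301798 estimated counts, the fewest in a library, 3 counts correspond to 0.114 CPM.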

Differences from the paper's values

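The paper gives FDR thresholds of 0.05 in its results and 0.01 in its methods, and the counts here are at 0.05. Its results text and the legend of Fig. 4 assign 2969 and 3738 to the silencing comparisons in opposite order. The results text is followed, and under the legend's order 4578 and 3422 are within 1.5 times of the paper's values. The settings named are those chosen before the data were examined. The number of genes differentially regulated, as the results text assigns them, with silencing alone was 4578 here and 2969 in the paper, within 1.5 times with a mean CPM of at least 10 (3810), no supplier term (3417), Dharmacon alone (3327) and an adjusted p under 0.01 (2870), and in 10 of 24 fits without 1 library. The number of genes regulated in all 3 settings was 107 here and 71 in the paper, within 1.5 times with a pseudocount of 0.1 (106), a mean CPM of at least 10 (74), median-ratio rescaling (106), no supplier term (53) and Qiagen alone (60), and in 19 of 24 fits without 1 library. Of genes lower, Fig. 4C shows with Hyper-IL-6 in siCtrl. cells about 43 (Fig. 4C, read by eye), and 91 were found here, within 1.5 times with a mean CPM of at least 10 (60), and in 7 of 24 fits without 1 library. Of genes higher, Fig. 4C shows with silencing under Hyper-IL-6 about 980 (Fig. 4C, read by eye), and 1568 were found here, within 1.5 times with a mean CPM of at least 10 (1157), no supplier term (1043), Dharmacon alone (1330), the 12 libraries compared (1443) and an adjusted p under 0.01 (866), and in 8 of 24 fits without 1 library.
Log2 fold changes here are of log2(CPM + 0.5), and a difference is one of more than 1 SD between replicate libraries. Of 165 values of Table S3, 23 differ. The log2 fold change of CFI with Hyper-IL-6 in siCtrl. cells was 2.93 here and 3.774 in the paper's Table S3, and it came within 1 SD of the table with a pseudocount of 0.1 (3.69), and in 0 of 24 fits without 1 library. Table S3 of the paper gives 3.216 for the log2 fold change of HTR3A with Hyper-IL-6 in siCtrl. cells, where 2.59 was found here, within 1 SD with a pseudocount of 0.1 (3.20), and in 0 of 24 fits without 1 library. Here the log2 fold change of HLA-DMB with Hyper-IL-6 in siCtrl. cells was 1.42, against the paper's 1.646 in Table S3, within 1 SD with a pseudocount of 0.1 (1.57) and Qiagen alone (1.51), and in 4 of 24 fits without 1 library. Against the paper's 0.84 in Table S3, the log2 fold change of SBNO2 with Hyper-IL-6 in siCtrl. cells was 0.52 here, within 1 SD with Qiagen alone (0.88), and in 5 of 24 fits without 1 library. The log2 fold change of TRIB2 with Hyper-IL-6 in siCtrl. cells was 0.18 here and 0.294 in the paper's Table S3, and it came within 1 SD of the table with Qiagen alone (0.20), and in 4 of 24 fits without 1 library. Table S3 of the paper gives −0.69 for the log2 fold change of GNAL with Hyper-IL-6 in siCtrl. cells, where −0.32 was found here, within 1 SD with Qiagen alone (−0.47), and in 0 of 24 fits without 1 library. Here the log2 fold change of CFI with silencing alone was −0.50, against the paper's −1.2691 in Table S3, within 1 SD with a pseudocount of 0.1 (−1.01), and in 0 of 24 fits without 1 library. Against the paper's −1.6959 in Table S3, the log2 fold change of HTR3A with silencing alone was −0.61 here, within 1 SD with none of the settings that keep all libraries, and in 0 of 24 fits without 1 library. The log2 fold change of SERPINB4 with silencing alone was −1.02 here and −1.5879 in the paper's Table S3, and it came within 1 SD of the table with a pseudocount of 0.1 (−1.47), and in 0 of 24 fits without 1 library. Table S3 of the paper gives −0.6011 for the log2 fold change of PLXDC1 with silencing alone, where −0.90 was found here, within 1 SD with a pseudocount of 1 (−0.74) and Qiagen alone (−0.83), and in 3 of 24 fits without 1 library. Here the log2 fold change of HLA-DRB6 with silencing alone was −0.55, against the paper's −0.7936 in Table S3, within 1 SD with a pseudocount of 0.1 (−0.71) and Qiagen alone (−0.59), and in 4 of 24 fits without 1 library. Against the paper's −0.4625 in Table S3, the log2 fold change of RAB27A with silencing alone was −0.30 here, within 1 SD with a pseudocount of 0.1 (−0.33), median-ratio rescaling (−0.31) and Dharmacon alone (−0.44), and in 5 of 24 fits without 1 library. The log2 fold change of GNAL with silencing alone was 0.61 here and 0.8846 in the paper's Table S3, and it came within 1 SD of the table with a pseudocount of 0.1 (0.71) and Qiagen alone (0.66), and in 3 of 24 fits without 1 library. Table S3 of the paper gives −4.5646 for the log2 fold change of STAT3 with silencing under Hyper-IL-6, where −4.73 was found here, within 1 SD with a pseudocount of 1 (−4.67) and Dharmacon alone (−4.53), and in 5 of 24 fits without 1 library. Here the log2 fold change of CFI with silencing under Hyper-IL-6 was −3.18, against the paper's −4.4856 in Table S3, within 1 SD with none of the settings that keep all libraries, and in 0 of 24 fits without 1 library. Against the paper's −4.1138 in Table S3, the log2 fold change of HTR3A with silencing under Hyper-IL-6 was −2.91 here, within 1 SD with a pseudocount of 0.1 (−3.87), and in 0 of 24 fits without 1 library. The log2 fold change of SERPINB4 with silencing under Hyper-IL-6 was −2.67 here and −3.3529 in the paper's Table S3, and it came within 1 SD of the table with a pseudocount of 0.1 (−3.30) and Qiagen alone (−3.15), and in 0 of 24 fits without 1 library. Table S3 of the paper gives −2.3064 for the log2 fold change of SOCS3 with silencing under Hyper-IL-6, where −1.99 was found here, within 1 SD with a pseudocount of 0.1 (−2.19) and Qiagen alone (−2.34), and in 1 of 24 fits without 1 library. Here the log2 fold change of HLA-DMB with silencing under Hyper-IL-6 was −1.68, against the paper's −2.0454 in Table S3, within 1 SD with a pseudocount of 0.1 (−1.89), and in 0 of 24 fits without 1 library. Against the paper's −1.9279 in Table S3, the log2 fold change of PLXDC1 with silencing under Hyper-IL-6 was −1.56 here, within 1 SD with a pseudocount of 0.1 (−1.76) and Dharmacon alone (−1.70), and in 0 of 24 fits without 1 library. The log2 fold change of HLA-DRB6 with silencing under Hyper-IL-6 was −1.10 here and −1.458 in the paper's Table S3, and it came within 1 SD of the table with a pseudocount of 0.1 (−1.33) and Qiagen alone (−1.34), and in 0 of 24 fits without 1 library. Table S3 of the paper gives −1.0783 for the log2 fold change of LINC01503 with silencing under Hyper-IL-6, where −0.88 was found here, within 1 SD with a pseudocount of 0.1 (−0.99), median-ratio rescaling (−0.88) and Qiagen alone (−1.01), and in 5 of 24 fits without 1 library. Here the log2 fold change of GNAL with silencing under Hyper-IL-6 was 0.75, against the paper's 1.1498 in Table S3, within 1 SD with none of the settings that keep all libraries, and in 0 of 24 fits without 1 library.
Of the 55 genes of Table S3, 45 were called here in all 3 comparisons. MUC1, SBNO2, RBPJ, ITPRID2, MAP3K6, TRIB2, NAMPT, IL4R, PITPNM2 and GNAL were not, although each had the sign of the table. MUC1 was called in all 3 with the replicate block, the 12 libraries and Qiagen alone and in 7 of 24 fits without 1 library, TRIB2 with the replicate block, RBPJ, ITPRID2 and IL4R with the 12 libraries and with Dharmacon alone, and SBNO2 without Dharmacon siCtrl. + Hy-IL-6 replicate 3. When 1 library was left out, RBPJ was called in 3 and ITPRID2 in 5 of 24 fits. The term for supplier and stimulation, chosen after seeing the values, also called MUC1, RBPJ and ITPRID2 and dropped 1 gene of the table, TMEM176A. With the replicate block added to it, MUC1, RBPJ and TRIB2 were called and 1 gene, CFI, was dropped. MAP3K6, NAMPT, PITPNM2 and GNAL were called in all 3 with none of the settings run.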

Other observations

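Set before the result was seen was the test of an interferon-type response. Gene groups not described above moved as follows, at limma's adjusted p under 0.05 with the number adjusted over the list alone in parentheses, and the adjusted p of the list from camera followed by that with an estimated correlation. With silencing alone, proteasome genes rose (20 higher and 1 lower of 31; 26 and 1; adjusted p = 4.44e-07, 0.351 with an estimated correlation) and autophagy genes fell (2 and 12 of 30; 2 and 13; 0.00242, 0.0465), with WIPI1, which binds autophagosome precursors, at −0.41 (SE 0.047). With silencing under Hyper-IL-6, 2 autophagy genes were higher and 12 lower (2 and 14; 0.00265, 0.0465). With Hyper-IL-6 in siCtrl. cells the median log2 fold change was 0.11 for proteasome genes, of which 1 was higher (2; 8.05e-09, 0.247), and 0.13 for mitochondrially encoded genes, of which none was called (0; 0.0338, 0.737) and whose median was −0.18 with Dharmacon and 0.47 with Qiagen. Of 27 p53 target genes 2 were higher and 7 lower with silencing alone (2 and 7; 0.0193, 0.101), with the cell cycle inhibitor CDKN1A at −0.82 (SE 0.11). Of 22 epithelial and mesenchymal genes, 1 was higher and 10 lower (1 and 10; 0.00627, 0.383), at medians of −0.071 with Dharmacon and −0.58 with Qiagen. Apoptosis regulators were higher for 4 of 33 with Hyper-IL-6 (8 with 3 lower; 0.00973, 0.377) and lower for 11 with silencing under it (11; 0.000124, 0.159). Hypoxia and glycolysis genes were higher for 5 of 33 with Hyper-IL-6 (6; 0.000400, 0.159), with LDHA and HK1 (0.33) among them.
WNT targets and intestinal stem cell genes were higher for 2 and lower for 3 of 21 with Hyper-IL-6 (3 and 6; 0.0240, 0.377), intestinal differentiation genes lower for 1 of 9 (1; 0.00990, 0.321), with villin (VIL1) at −0.22, and NF-kB targets higher for 1 of 14 (2; 0.0221, 0.441), with ICAM1. Of 22 genes of 5-FU metabolism 8 rose and 2 fell with silencing alone (8 and 2; 0.109, 0.489). Cholesterol synthesis (3 and 3 of 24; 1 and 2; 0.747, 0.943), the unfolded protein response (4 and 3 of 25; 4 and 2; 1.00, 1.00), siRNA machinery (2 and 0 of 12; 2 and 0; 0.543, 0.884) and mitochondrially encoded genes (4 and 0 of 15; 0 and 0; 0.10, 0.801) did not pass with silencing alone. Without 1 library the calls of these lists were lost for NF-kB targets with Hyper-IL-6 (up to 0.122), WNT targets with Hyper-IL-6 (up to 0.0782) and apoptosis regulators with Hyper-IL-6 (up to 0.0593).
In siSTAT3 cells, Hyper-IL-6 acts on gp130 with little STAT3 present, and an interferon-type response through other STAT proteins was tested as a hypothesis. The interferon-stimulated genes had a median of −0.128 on the log2 scale in the interaction, below 0, and their mean of −0.11 (SE 0.22, 95% interval −0.57 to 0.35) leaves both directions open. No technical explanation for the absence of calls in siSTAT3 cells was tested beyond the supplier difference.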
